# Polarization of M2 macrophages requires Lamtor1 that integrates cytokine and amino-acid signals

**DOI:** 10.1038/ncomms13130

**Published:** 2016-10-12

**Authors:** Tetsuya Kimura, Shigeyuki Nada, Noriko Takegahara, Tatsusada Okuno, Satoshi Nojima, Sujin Kang, Daisuke Ito, Keiko Morimoto, Takashi Hosokawa, Yoshitomo Hayama, Yuichi Mitsui, Natsuki Sakurai, Hana Sarashina-Kida, Masayuki Nishide, Yohei Maeda, Hyota Takamatsu, Daisuke Okuzaki, Masaki Yamada, Masato Okada, Atsushi Kumanogoh

## Abstract

Macrophages play crucial roles in host defence and tissue homoeostasis, processes in which both environmental stimuli and intracellularly generated metabolites influence activation of macrophages. Activated macrophages are classified into M1 and M2 macrophages. It remains unclear how intracellular nutrition sufficiency, especially for amino acid, influences on macrophage activation. Here we show that a lysosomal adaptor protein Lamtor1, which forms an amino-acid sensing complex with lysosomal vacuolar-type H^+^-ATPase (v-ATPase), and is the scaffold for amino acid-activated mTORC1 (mechanistic target of rapamycin complex 1), is critically required for M2 polarization. Lamtor1 deficiency, amino-acid starvation, or inhibition of v-ATPase and mTOR result in defective M2 polarization and enhanced M1 polarization. Furthermore, we identified liver X receptor (LXR) as the downstream target of Lamtor1 and mTORC1. Production of 25-hydroxycholesterol is dependent on Lamtor1 and mTORC1. Our findings demonstrate that Lamtor1 plays an essential role in M2 polarization, coupling immunity and metabolism.

## Abstract (web summary)

The role of nutrient-sensing pathways in regulation of innate immune response is unexplored. Here the authors show that IL-4 activates the amino-acid sensing pathway in macrophages and leads to polarization of anti-inflammatory M2 macrophages via the transcription factor liver X receptor.

Macrophages are the principal source of innate immune responses that trigger inflammation^1^. In addition, these cells perform homoeostatic functions beyond host defence, including tissue remodelling/repair and orchestration of systemic metabolism^2^. Recently, activated macrophages have been classified as M1 and M2 macrophages^3^. In inflammatory settings, as exemplified by the invasion of pathogenic microorganisms, interferon gamma (IFN-γ) and/or Toll-like receptor ligands activate macrophages as M1 macrophages (M1MΦs), which are implicated in initiating and sustaining inflammation. On the other hand, activation by interleukin-4 (IL-4) or interleukin-13 polarizes macrophages as M2 macrophages (M2MΦs)^3^, which possess anti-inflammatory property and are involved in tissue homoeostasis^4^.

Macrophages also serve as professional phagocytes that engulf dead cells and debris to maintain tissue homoeostasis. In healthy humans, >10 billion cells die each day^5^, and apoptotic cells are engulfed by macrophages. Macrophages digest phagocytosed cells in their abundantly developed lysosomes. Consequently, massive amounts of nutrients, such as amino acids and cholesterol, are continuously produced in the lysosomes of macrophages. The signalling pathway which senses lysosomal amino acids has been revealed recently^6^. Also, cholesterol and its derivatives are sensed to activate the transcription factor liver X receptor (LXR) or to suppress nuclear translocation of sterol regulatory element−binding proteins (SREBPs)^7^. Additionally, it has long been known that engulfment of apoptotic cells suppresses the inflammatory response by macrophages^8^,^9^. Thus, the role of intracellular nutrients and nutrition-sensing pathway in the regulation of macrophages is intriguing.

When intracellular amino acids are present at sufficient levels, the nutrition sensor mechanistic target of rapamycin complex 1 (mTORC1) is recruited from the cytosol to the lysosome membrane to be activated^10^. In addition, it is now clarified that the lysosome membrane is the site at which extrinsic signal and intracellular nutrition sufficiency signal are integrated to induce full activation of mTORC1 (ref. 11). This integration of extrinsic signal and intracellular nutrition sufficiency signal requires the lysosomal adaptor protein complex Ragulator^12^, which consists of Lamtor1, 2, 3, 4 and 5. Among the Lamtor proteins, only Lamtor1 (also known as p18) is attached to the lysosome membrane via covalently bound fatty acids^13^; and the loss of Lamtor1 abolishes amino acid−elicited mTORC1 recruitment to the lysosome^10^.

In this study, we showed that Lamtor1, which forms an amino-acid sensing complex with vacuolar-type H^+^-ATPase (v-ATPase), is essential for the polarization of M2 macrophages and required for the suppression of innate immune response, but dispensable for the polarization of M1 macrophages. IL-4 activated mTORC1 in the presence of Lamtor1 and amino acids, and subsequently polarized macrophages as M2MΦs. Furthermore, we discovered that LXR, a cholesterol−sensing transcription factor, is the downstream target of the amino-acid sensing pathway, including Lamtor1 and mTORC1. Our findings revealed a fundamental coupling between immunity and metabolism, exemplified here by the integration of the extracellular IL-4 signal and the intracellular amino-acid sufficiency signal by Lamtor1, and by the involvement of LXR in the polarization of M2 macrophages.

## Results

### Lamtor1 is essential for polarization of M2 macrophages *in vitro*

Macrophages express the highest amount of Ragulator components (Lamtor1, 2, 3, 4 and 5) and v-ATPase components, compared with other types of cells and tissues (accecible online at BioGPS^14^). We focused on Lamtor1, which anchors the other four Lamtor proteins on lysosome membranes^12^. To investigate the role of Lamtor1 in macrophages, we established conditional knockout (KO) mice lacking Lamtor1 in macrophages (*Lamtor1*^flox/flox^ *LysM-Cre*). To test the system, we generated bone marrow−derived macrophages (BMDMs), and confirmed the complete deletion of Lamtor1 in these cells (Supplementary Fig. 1a–c). In Lamtor1−deficient BMDMs, amounts of other Ragulator components, namely Lamtor2−5, were also reduced (Supplementary Fig. 1c). Subcellular localization of Lamtor1 was the lysosome/late endosome (Supplementary Fig. 1d), as previously reported in HEK293T cells^10^ and mouse fibroblasts^13^. The development of immune system was not affected in 6−8-week-old conditional KO mice. The numbers of monocyte/macrophages, neutrophils, T cells and B cells in the bone marrow and the spleen, and the development of T cells in the thymus, were comparable between conditional KO mice and littermate controls (*Lamtor1*^flox/flox^) (Supplementary Fig. 2).

Next, we investigated the role of Lamtor1 in polarization of macrophages. BMDMs were differentiated with L929 cell culture supernatant, which contains macrophage colony stimulating factor (M-CSF). BMDMs that lack Lamtor1 showed macrophage characteristics: they were tightly adhesive to culture dish, positive for macrophage surface markers CD11b, F4/80 and MHC class II; and also expressed macrophage marker MerTK (Supplementary Fig. 3). Thus, loss of Lamtor1 did not influence differentiation of macrophages. The Lamtor1-deficient BMDMs, however, exhibited markedly defective polarization to M2MΦs: expression of classic M2 signature genes such as arginase-1 (Arg1), resistin-like molecule alpha (RELMα), mannose receptor (MR) and interleukin-10 (IL10)^3^ was barely detectable neither as mRNA (Fig. 1a) nor protein (Fig. 1b). The defective M2 polarization of Lamtor1-deficient BMDMs after the stimulation by IL-4 was observed both in BMDMs differentiated by L929 cell culture supernatant (Fig. 1a,b) and BMDMs differentiated by recombinant M-CSF (Supplementary Fig. 4). By contrast, polarization as M1MΦs was enhanced in Lamtor1-deficient BMDMs. After stimulation with IFN-γ and lipopolysaccharide (LPS), expression levels of M1 signature genes, inducible nitric oxide synthase (iNOS) and interleukin-12 subunit p40 (IL12p40), were more elevated in Lamtor1-deficient BMDMs than in wild-type counterparts (Fig. 1c). The enhanced M1 polarization was also confirmed the by increased production of pro-inflammatory cytokines from Lamtor1−deficient BMDMs compared with wild-type control BMDMs, following stimulation with LPS (Fig. 1d). Additionally, production of the immunosuppressive cytokine IL-10 during inflammatory response was markedly reduced in Lamtor1−deficient BMDMs: IFN-γ and LPS induced IL-10 expression in control BMDMs, but not in Lamtor1−deficient BMDMs (Fig. 1e). The decreased IL-10 production was also confirmed by enzyme−linked immunosorbent assay (ELISA) (Fig. 1f). Finally, retroviral transfer of the Lamtor1 gene into Lamtor1−deficient BMDMs (Fig. 1g) completely rescued the expression of M2 signature genes, including IL10 (Fig. 1h). Collectively, these data show that Lamtor1 is essential for the polarization of M2MΦs.

### Lamtor1 is required for polarization of M2 macrophages *in vivo*

We next investigated whether Lamtor1 was required for *in vivo* polarization of M2MΦs. In a mouse model of aseptic peritonitis, M2MΦs expressing M2 markers RELMα or MR accumulated in peritoneal cavities of control mice 6 days after the intraperitoneal injection of thioglycollate medium (Fig. 2a). In this peritonitis model, mRNAs obtained from whole peritoneal white blood cells showed upregulation of M2 markers Arg1 and MR, and little upregulation of M1 markers iNOS and TNF-α (Supplementary Fig. 5). Indeed, relative expression level of Arg1 to a control house keeper gene (GAPDH) in these peritoneal-elucidated cells at healing stage of peritonitis was as high as that in *in vitro*-activated M2MΦs by recombinant IL-4 (Supplementary Fig. 5). The upregulation of MR, RELMα and Arg1 supported that M2 polarization is elicited on day 6 in this sterile peritonitis model. Our model, in which sterile inflammation induced the polarization of M2MΦs, is also compatible with a recent report that showed the induction of peritoneal M2MΦs by sterile liver damage^15^. In our aseptic peritonitis model, M2MΦs was not induced in Lamtor1 conditional KO mice in contrast to littermate control mice (Fig. 2a).

Next, to examine the importance of Lamtor1 in innate immune response *in vivo*, we used an LPS-induced sepsis model. Although the administered dose was non-lethal for their genetic background C57BL/6 mice, none of the Lamtor1 conditional KO mice survived for 1 day after the intravenous administration of LPS (Fig. 2b). Indeed, LPS injection resulted in markedly severe hypercytokinemia in Lamtor1 conditional KO mice: the maximum serum level of TNF-α was >100−fold higher, and the maximum levels of IL-6 and IL-12p40 were >10−fold higher than that were observed in littermate control mice (Fig. 2c). By contrast, the maximum serum level of IL-10 in the conditional KO mice was lower than that in control mice (Fig. 2c), suggesting that Lamtor1 also plays an important role in the prevention of excessive inflammatory response. High-mobility group box 1 protein (HMGB1), a late mediator of septic death^16^, was also produced at higher levels in Lamtor1 conditional KO mice than in littermate control mice (Fig. 2d). This hyper-responsiveness was also observed when conditional KO mice were challenged with a TLR2 ligand Zymosan A (Fig. 2e). Overall, myeloid-specific Lamtor1 conditional KO mice exhibited defective polarization of *in vivo* M2MΦs, reduced IL-10 production, and an enhanced innate immune response.

### Lamtor1 and mTORC1 are required for M2 polarization

Phosphorylation of STAT6 and induction of IRF4 by IL-4 are required for polarization of M2MΦs (ref. 3). The nuclear levels of phosphorylated STAT6 and IRF4, however, were comparable between Lamtor1-deficient and wild-type BMDMs (Fig. 3a). Nuclear localization of PPARγ, which is required for expression of Arg1 and MR (ref. 17), was also comparable (Fig. 3a). These results prompted us to search another downstream signalling pathway that is critically required for M2 polarization as similar to Lamtor1.

Because Lamtor1 is the scaffold for mTORC1 activation^10^, we measured mTORC1 activity in macrophages. Activity of mTORC1, measured by phosphorylation of S6 ribosomal protein (p-S6), was reduced in Lamtor1-deficient BMDMs at resting state (‘M0' macrophage) (Fig. 3b). The reduced mTORC1 activity in resting Lamtor1-deficient BMDMs was also supported by their smaller cell sizes than that of wild-type BMDMs (Fig. 3c), as reported in previous studies that showed lower mTORC1 activity decreased cell size^12^,^18^. Next, we measured mTORC1 activity in M2-polarizing condition. During activation by IL-4, phosphorylation level of p70 S6 kinase (S6K) was lower in Lamtor1-deficient BMDMs than that in wild-type BMDMs (Fig. 3d). In the same activating condition, phosphorylation of Akt (Serine 473) by mTORC2 was slightly increased in Lamtor1-deficient BMDMs (Fig. 3d); it was consistent with the reduced mTORC1 activity in them. In contrast, early activation of JAK-STAT6 pathway by IL-4 was not affected, shown by the comparable phosphorylation levels of STAT6 between wild-type and Lamtor1-deficient BMDMs (Fig. 4d). Also in M1-polarizing condition, mTORC1 activity in LPS-stimulated Lamtor1-deficient BMDMs was lower than that in LPS-stimulated wild-type BMDMs (Fig. 3e). Taken altogether, these data indicated that mTORC1 activity in Lamtor1-deficient BMDMs was lower than that in wild-type BMDMs, both before (M0MΦs) and during M1- or M2-polarizing activations.

Accordingly, we hypothesized that Lamtor1-mediated activation of mTORC1 is required for M2 polarization. Although the allosteric mTORC1 inhibitor rapamycin did not block the polarization of M2 macrophages (Supplementary Fig. 6), the ATP-competitive mTOR inhibitor Torin1 (ref. 19) blocked the expression of M2 signature genes Arg1, IL10 and RELMα in dose-dependent manner (Fig. 3f). By contrast, expression of the M1 signature gene iNOS was rather enhanced by Torin1 treatment (Fig. 3g). This selective requirement of mTOR activity for M2 polarization was reminiscent of the selective requirement of Lamtor1 for M2 polarization. To exclude off-target effects resulting from long-time inhibition of mTOR, we performed IL-4 stimulation and concomitant mTOR-inhibition for as short as 8 h. M2 polarization was again diminished with this experimental condition (Fig. 3h).

In addition, we found that phagocytosed apoptotic cells activate mTORC1 in BMDMs (Fig. 3i), even they were cultured in amino-acid starvation media. Also, wild-type BMDMs that had phagocytosed apoptotic cells showed decreased production of IL-6 after LPS stimulation (Fig. 3j). These data suggested the possible roles of apoptotic cells to activate mTORC1, and to prevent excessive inflammatory response.

In regard to the upstream signal pathway for mTORC1, it is reported that mTORC1 activation by IL-4 is mediated by the phosphoinositide 3-kinase (PI3K)–Akt pathway^20^,^21^. In concordance with previous reports, two PI3K inhibitors, Wortmannin and LY294002, inhibited phosphorylation of both Akt (Threonine 308) and S6K (Fig. 4a,b), confirming the involvement of the PI3K−Akt pathway in mTORC1 activation by IL-4. Inhibition of Akt by Akt inhibitor II abolished the expression of M2 signature genes, but did not affect expression of an M1 signature gene (Fig. 4c,d). These data indicated that full activation of mTORC1 by IL-4 cannot be elicited in Lamtor1-deficient macrophages, resulting in defective M2 polarization of them.

### Lysosomal amino acid-sensing complex in M2 polarization

Because Lamtor1 is involved in amino acid−elicited activation of mTORC1 (ref. 10), we next investigated the role of amino-acid sensing machinery in polarization of M2MΦs. Full activation of mTORC1 by IL-4 was dampened either by the absence of Lamtor1 or amino acids (Fig. 5a). In regard to amino acid-sensing, activation of mTORC1 by leucine^22^ was impaired in Lamtor1-deficient macrophages (Fig. 5b), confirming the involvement of Lamtor1 in amino-acid sensing. We further confirmed that mTORC1 activity in wild-type BMDMs was abolished after 1 day of IL-4 stimulation and concomitant amino-acid starvation (Fig. 5c). To test the role of amino acid−elicited signals in M2 polarization, we polarized BMDMs in amino-acid starvation media. Polarization of M2MΦs, but not M1MΦs, was abolished by amino-acid starvation (Fig. 5d,e).

Next, we investigated the involvement of v-ATPase in M2 polarization. Recent work showed that v-ATPase co-localizes with Lamtor1 and is required for amino acid−elicited activation of mTORC1 at lysosome^18^. Pre-teatment of macrophages with the v-ATPase inhibitor concanamycin A decreased activation of mTORC1 by leucine (Fig. 5f), confirming the involvement of v-ATPase in amino-acid sensing. Moreover, the polarization of M2MΦs was diminished by concanamycin A in a dose-dependent manner (Fig. 5g). On the other hand, polarization of M1MΦs was not abolished by concanamycin A, even at the concentration that completely blocked M2 polarization (Fig. 5h). Similarly, another v-ATPase inhibitor bafilomycin A1 blocked expression of M2 signature genes Arg1, IL10 and RELMα, but did not abolish expression of M1 signature genes iNOS and IL6 (Fig. 5i,j). The unimpaired phosphorylation of STAT6 in v-ATPase−inhibited or mTOR−inhibited wild-type BMDMs that were stimulated with IL-4 (Fig. 5k) again supported that this amino-acid sensing pathway constitutes a separate signalling axis from previously known JAK−STAT6 pathway. In contrast to amino acids, glucose was dispensable for IL-4−elicited mTORC1 activation (Fig. 5l). Indeed, glucose starvation did not show any apparent effect on M2 polarization (Fig. 5m).

To summarize, we showed the dual roles of Lamtor1 and v-ATPase in both amino acid-sensing and IL-4−elicied macrophage activation. Thus, Lamtor1 is the integrator of amino-acid sufficiency signal and IL-4 signal, and is required for full activation of mTORC1 and subsequent polarization of M2MΦs.

### Gene expression by LXR requires Lamtor1 and mTOR

To further clarify how Lamtor1 and mTORC1 promote M2 polarization of macrophages, we searched for the downstream nuclear factor of Lamtor1 and mTORC1. Gene expression microarray was performed with RNA that had been obtained from BMDMs stimulated for 2 days. 

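RNA of 4 cultures was hybridized, each to 1 Agilent whole mouse genome array, after 6 days of differentiation and 2 days of stimulation. Wild-type BMDMs were polarized with IL-4 at 50 ng per ml (M2) or with IFN-γ at 20 ng per ml and LPS at 100 ng per ml (M1). Lamtor1-deficient BMDMs received IL-4 at the same concentration, and so did wild-type BMDMs treated with Torin1, an inhibitor of mTOR, at 250 nM. No condition was measured on a second array, so differences between conditions have no replicate check and no test was possible, and the number of arrays limits the precision of every value. The arrays lay on the same slide and were scanned together. Each array carried 62976 spots, of which 3671 were controls, and 55681 non-control probes. The authors deposited the processed signal of the scanner software, which is the spot intensity after subtraction of background and correction of trends across the array, and which is not normalized between arrays. Between 170 (M2) and 226 (M1) spots per array that the software had marked as outliers were left out, the spots of one probe were averaged, and no spot was saturated. The signal at the 75th percentile was 287 for M1, 595 for M2, 536 for Lamtor1-deficient BMDMs and 470.0 for Torin1-treated BMDMs. Each array was divided by this value, as in the paper's percentile shift, and set on the log2 scale. The lowest signal on any array was 3.12, so the paper's threshold raw signal of 1.0 changed no value. Probes well above background numbered 29224 (52.5%) for M1, 28808 (51.7%) for M2, 28340 (50.9%) for Lamtor1-deficient BMDMs and 30858 (55.5%) for Torin1-treated BMDMs. Dimmer probes were kept, since the paper's methods name no filter for them. Ratios were taken to the wild-type M2 array. From probes spotted repeatedly, the technical SD of a log2 ratio was 0.091 for Lamtor1 loss and 0.093 for Torin1, and it was 0.31 and 0.50, respectively, for probes not well above background. This spread lies within arrays and does not include the variation between cultures. The targeted gene Lamtor1, which the array lists as 2400001E08Rik (probe A_55_P2052185; chromosome 7, from 109060334 to 109060393 of mm9), had a processed signal of 39460 in M2 BMDMs and 833 in Lamtor1-deficient BMDMs, a log2 ratio of −5.42. The normalized signal left was 2.34% of that in wild-type M2 BMDMs. In Torin1-treated BMDMs the log2 ratio of Lamtor1 was 0.18, and it was −0.07 when arrays were shifted to their median.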

Wild-type BMDMs that was stimulated with IL-4, Lamtor1-deficient BMDMs stimulated with IL-4, and wild-type BMDMs stimulated with both IL-4 and concomitantly used Torin1 (250 nM) were used as samples. 

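A gene was counted as changed by a treatment where the signal of at least 1 of its probes was 2-fold or more above or below that of the wild-type M2 array. Lamtor1 loss changed 4628 genes, of which 2351 had a higher and 2325 a lower probe, with 48 genes in both groups. Torin1 changed 6883 genes, of which 3843 had a higher and 3120 a lower probe. The direction of the Torin1 changes depended on the scaling, since the share of higher genes was 55.2% after the shift to the 75th percentile and 39.5% after a shift to the median of each array. For 2718 genes, the same probe was changed by both treatments. Of these, 2381 moved the same way (87.6%; 95% confidence interval 86.3 to 88.8, exact Clopper-Pearson method, which treats genes as independent). They included 1352 genes lower and 1016 genes higher after both treatments. Another 337 genes moved in opposite or mixed directions. The number of shared genes moved most with a normexp background correction, under which it was 1240. It included 389 genes (14.3%) that passed only through probes not well above background on any of the 3 arrays, and 1386 genes (51.0%) that passed through a probe well above background on all 3. Both ratios have the wild-type M2 array as their denominator, which by itself makes them move together. Across the 13658 genes well above background on all 3 arrays, Pearson's r between the log2 ratios was 0.53, with 1273 genes past 2-fold in both and 88.4% of those moving the same way. These genes are not independent replicates. In 100 simulations of unchanged arrays set against a shared array, with noise as wide as the observed ratios, the mean r was 0.41, with 1616.5 genes past 2-fold in both and 89.1% of those moving the same way. These simulations put 3601 genes past 2-fold in the first and 4938 in the second comparison alone, against 2075 after Lamtor1 loss and 3393 after Torin1 on the arrays. With only the noise of repeated spots, the mean r was 0.42, with 0.65 genes past 2-fold in both. Among genes well above background on all 3 arrays, the largest falls after both treatments were in Ear12, Ear1, Ear2, Plxdc2 and Arg1. Ear12 had a log2 ratio of −7.55 after Lamtor1 loss and −6.75 after Torin1, and Arg1 one of −6.01 and −7.14, respectively. The largest rises were in Dio2, Gprc5b, Cdkn1c, Nos2 and Tst, and Dio2 had a log2 ratio of 10.47 after Lamtor1 loss and 9.73 after Torin1.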

Genes whose expression levels were changed equal or >2-fold both by Lamtor1-loss and Torin1-treatment were input to gene enrichment analysis, using a commercially available software Ingenuity Pathway Analysis. As a result, decreased expression of LXR-target genes was highlighted in the three most significantly affected pathways (schematically depicted in Fig. 6a).

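Supplementary Data 1 gives the paper's list of 33 LXR-target genes with 1 probe for each, and the log2 ratios of these probes were computed from the arrays. The study drew the list from genes changed by both treatments on the same arrays, so its members pass 2-fold by selection, and 32 of 33 did so here. After both Lamtor1 loss and Torin1, 15 genes were lower, Ccr2, Pltp, Lpl, Cxcl10, Abca1, Cd40, Flt1 and Tlr4 among them. Another 13 genes were higher after both, Npc1, Csf1, Ptges, Ccl3, Clec4e and Nos2 among them. Ccl5 was lower after Lamtor1 loss and higher after Torin1, whereas Ccl2, Acaca, Acsl3 and Scd1 were higher after Lamtor1 loss and lower after Torin1. Each treatment taken alone lowered 16 of 33 genes (Lamtor1 loss) and 19 of 33 genes (Torin1). These counts do not separate genes that LXR raises from genes that it lowers. With only probes well above background on all 3 arrays, 21 genes were measured, of which 8 were lower and 9 were higher after both. This filter also leaves out genes that fell below background after a treatment, such as Ccr2 and Il10. With probes well above background on at least 1 of the 3 arrays, 30 genes were measured, of which 15 were lower and 10 were higher after both. Abca1 (probe A_52_P665675; chromosome 4, from 53043944 to 53044003 of mm9) had a processed signal of 7526 in wild-type M2, 1745 in Lamtor1-deficient and 2804 in Torin1-treated BMDMs. Its log2 ratio was −1.96 after Lamtor1 loss and −1.08 after Torin1. Lpl had 2 probes on chromosome 8. The listed probe (A_52_P257812; from 71425050 to 71425109) had log2 ratios of −4.73 and −6.13, and the brighter probe had −4.14 and −5.46. Pltp on chromosome 2 (probe A_55_P1993955) had log2 ratios of −4.80 after Lamtor1 loss and −3.94 after Torin1. Ccr2 on chromosome 9 (probe A_51_P245989) had a log2 ratio of −5.28 after Lamtor1 loss, and it was at least 67.3-fold lower after Torin1, where it was not well above background. Among the genes that were higher, Npc1 on chromosome 18 (probe A_51_P349341) had log2 ratios of 1.01 and 1.20, and Clec4e on chromosome 6 (probe A_52_P161488) had 4.97 and 5.01. Nos2 on chromosome 11 (probe A_55_P2158741) rose from a processed signal of 228 in wild-type M2 to 9999 in Lamtor1-deficient and 7739 in Torin1-treated BMDMs. Some values depended on the probe, in genes chosen after their values were seen. After Torin1, Trpc4 was at least 6.08-fold lower with the listed probe and had a log2 ratio of 0.52 with a probe well above background on all arrays. After Lamtor1 loss, Runx3 had a log2 ratio of 2.60 with the listed probe and −0.07 with its brightest probe, which is within the technical SD and was 0.01 with normexp background correction. The array names the listed probe of Sp110 after another transcript, and the brightest probe named Sp110 had log2 ratios of −0.19 and −0.42. A separate list of 15 LXR-target genes of lipid transport was written before the data were examined, without regard to these arrays, and it shares Abca1, Lpl, Npc1 and Pltp with the paper's list. Its median log2 ratio was −0.34 after Lamtor1 loss, at percentile 0.17 among the medians of 10000 random lists matched on mean expression, and 9 of 15 genes were lower. After Torin1 the median was −0.12, at percentile 32.8 of such lists, and 8 of 15 genes were lower. The median moved most to −0.51 with quantile normalization for Lamtor1 loss, and to −0.36 with a shift to the median for Torin1. The paper used the LXR-target genes found in this way as the lead to a nuclear factor, and it proposes that LXR is the transcription factor downstream of Lamtor1 and mTORC1.

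**Figure D1:**
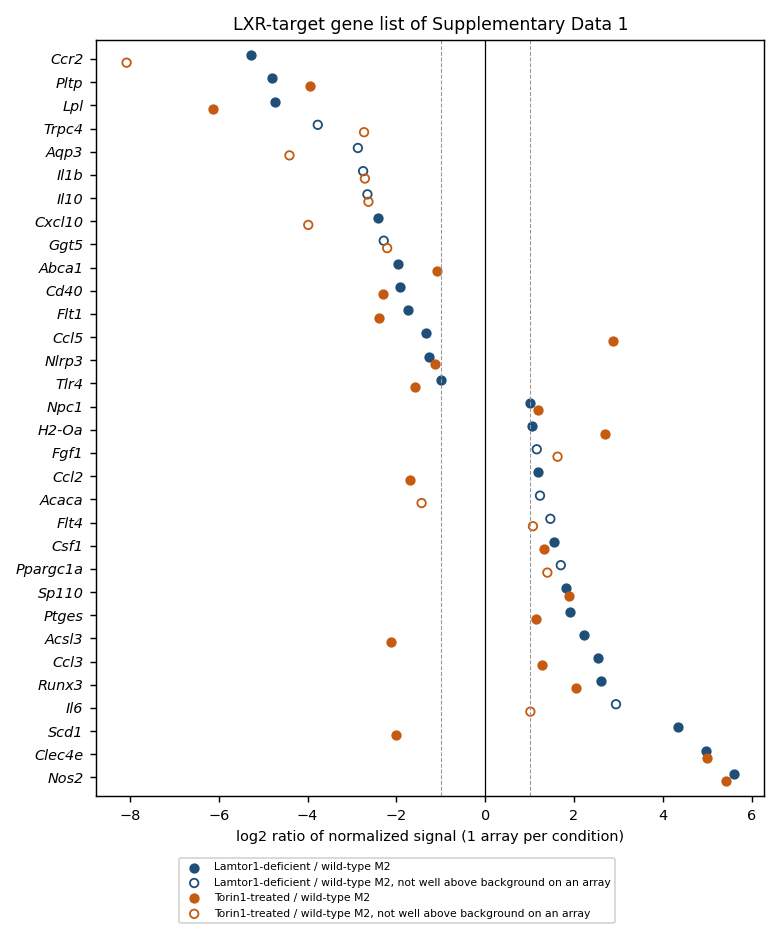
Log2 ratios of normalized signal of genes of the paper's LXR-target list, 1 array per condition, with the gene on the vertical axis. Blue points are Lamtor1-deficient and orange points Torin1-treated over wild-type M2 BMDMs, open points mark ratios with a probe not well above background on an array, and dashed lines mark 2-fold. Most genes lie on the same side of 0 in both colours.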

Real-time PCR confirmed that expression of LXR-target genes, ABCA1 and LPL (ref. 7), were decreased in Lamtor1-deficient BMDMs: expression levels were markedly different between wild-type and Lamtor1-deficient BMDMs in M0 and M2 conditions, but were comparable in M1 condition (Fig. 6b). Consistently, expression levels of these LXR-target genes in IL-4−stimulated BMDMs were reduced also in mTOR−inhibited wild-type BMDMs and v-ATPase−inhibited wild-type BMDMs (Fig. 6c). Decreased expression of ABCA1 protein in these macrophages was also confirmed by western blot (Fig. 6d). These results suggested that LXR is the downstream transcription factor of Lamtor1 and mTORC1 in macrophages. Moreover, transcription of ABCA1 and LPL was rescued by re-introduction of Lamtor1 gene into Lamtor1-deficient BMDMs (Fig. 6e). These data suggested that gene expression by LXR requires Lamtor1, v-ATPase and mTORC1.

LXR is a ligand-dependent transcription factor, whose endogenous ligands are oxysterols^7^. To further elucidate the mechanism how Lamtor1 promotes expression of LXR-target genes, we measured cellular amounts of oxysterols in BMDMs. Among oxysterols, namely 22(R)-hydroxycholesterol, 24(S)-hydroxycholesterol, 25-hydroxycholesterol and 27-hydroxycholesterol, the most abundant oxysterol in wild-type BMDMs was 25-hydroxycholesterol (Fig. 6f). Small amount of 27-hydroxycholesterol, and neither 22(R)-hydroxycholesterol nor 24(S)-hydroxycholesterol, was detected by mass spectrometry (Fig. 6f). The amount of 25-hydroxycholesterol in Lamtor1-deficient BMDMs was much smaller than that in wild-type BMDMs before macrophage activation (Fig. 6f). Additionally, Lamtor1-deficient BMDMs and Torin1-treated wild-type BMDMs after 2 days of M1 or M2-polarizing stimulations contained lower amounts of 25-hydroxycholesterol than wild-type counterparts did (Fig. 6g). We also found that intracellular amount of 25-hydroxysterol in M1-state wild-type BMDMs was about 10 times larger than that in M0 or M2-state wide-type BMDMs (Fig. 6f,g). By contrast, the amounts of LXR protein in M0-state wild-type and Lamtor1-deficient BMDMs were comparable (Fig. 7h), and mRNA levels of LXRs in M2-state Lamtor1-deficient BMDMs were not less than that in wild-type counterparts (Fig. 6h). These data suggested that Lamtor1 and mTORC1 is required for production of 25-hydroxycholesterol, and subsequent activation of LXR in macrophages. To confirm this molecular link between Lamtor1 and LXR more robustly, we treated BMDMs in M2-polarizing condition with a synthetic LXR agonist GW3965 and 9-cis retinoic acid (a ligand for LXR's obligatory partner RXR^7^). The treatment completely rescued expression of LXR-target genes in Lamtor1-deficient BMDMs (Fig.6i). These data indicated that Lamtor1 and mTOR is required for production of 25-hydroxycholesterol, and that the dependence of LXR activity on Lamtor1 and mTOR becomes apparent in M0 and M2 state macrophages presumably by the relatively small amounts of 25-hydroxychoesterol in these macrophages.

Additionally, in HEK293 cells, LXR-driven expression of firefly luciferase, normalized against constitutively expressed renilla luciferase, was reduced following both short and long treatment with Torin1, again indicating that mTOR is required for transcription by LXR (Fig. 6j). The result suggests that the dependence of LXR transcriptional activity on mTOR may be applicable not only to macrophages, but also to some other types of cells.

### Active LXR is required for polarization of M2MΦs

We focused on LXR as the candidate transcription factor that links Lamtor1 and M2 polarization of macrophages, because Lamtor1-loss, mTOR-inhibition and v-ATPase inhibition had uniformly suppressed gene expressions of both classic LXR-target genes and M2 signature genes (Figs 1a and 3f, Figs 5i and 6c). The essential requirement of Lamtor1 for expressions of both M2 marker genes (Fig. 1h) and LXR-target genes (Fig. 6e) further supported this hypothesis. Because the expressions of LXR-target genes and M2 marker genes were controlled in a parallel manner depending on Lamtor1 and active mTORC1, it prompted us to examine whether LXR activity and M2 marker expression have a causal relationship. To test the working hypothesis that active LXR is the necessary factor for M2 polarization, we treated wild-type BMDMs with an LXR antagonist 5C-PPSS50 (ref. 23) during M2 polarization by IL-4. The antagonist abolished the expression of the M2 signature genes Arg1, IL10 and RELMα, but did not abolish the expression of the M1 signature genes iNOS and IL6 (Fig. 7a,b). This selective and complete blocking of M2 polarization with the LXR antagonist was reminiscent of the selective impairment of M2 polarization observed in Lamtor1-deficient or mTOR-inhibited BMDMs. Moreover, dominant-negative LXRα (ref. 24) blocked M2 polarization of wild-type macrophages, but did not block M1 polarization (Fig. 7c–e). Dominant-negative LXRβ (ref. 24) also blocked M2 polarization of wild-type BMDMs (Fig. 7c,f). Additionally, an LXR agonist GW3965 increased expression of M2 marker genes (Fig. 7g) in wild-type BMDMs stimulated with IL-4. Thus, the loss of LXR activity led to the defective M2 polarization, and the pharmacological activation of LXR led to the increased expression of M2 marker genes; it suggests that expression levels of M2 marker genes are determined by LXR activity. Moreover, an endogenous LXR ligand 25-hydroxycholesterol or synthetic LXR agonist GW3965 partially rescued M2 polarization of mTOR-inhibited wild-type BMDMs and Lamtor1-deficient BMDMs: expression level of arginase-1 in Lamtor1-deficient BMDMs was rescued up to 70% of that in wild-type M2MΦs by these LXR ligands (Fig. 7h). Expression levels of another M2 marker IL10 in Torin1-treated wild-type BMDMs and Lamtor1-deficient BMDMs were rescued up to around 30% of the wild-type counterparts (Supplementary Fig. 7). The incomplete rescue with these LXR ligands implicated the presence of other important factors that are affected by the loss of Lamtor1 or mTOR activity. Thus, M2 polarization requires active LXR as a necessary factor, but LXR is not sufficient for M2 polarization. Collectively, these findings indicated that LXR, which is activated downstream of Lamtor1 and mTOR via 25-hydroxycholesterol, is necessary for polarization of M2MΦs.

## Discussion

In this study, we revealed dual roles of Lamtor1, v-ATPase and mTORC1 in both amino acid sensing and M2 polarization. In regard to the role of metabolism in macrophage activation, previous studies showed that glycolysis is important for M1MΦs^25^, and fatty-acid oxidation is important for M2MΦs^25^. To our knowledge, the importance of amino acids or amino acid−elicited mTORC1 activation in macrophage polarization has not been studied^26^. A very recent paper^27^ reported decreased expression of some M2 marker genes in amino-acid starved and IL-4-stimulated macrophages, a compatible observation with our results. Our results showed that Lamtor1 was required not only for amino-acid sensing, but also for full activation of mTORC1 by both amino acids and IL-4. We also found that Lamtor1 is critically required for M2 polarization, but dispensable for M1 polarization. Next, we have expanded the critical role of Lamtor1 in M2 polarization of macrophages to its adjacent protein complex v-ATPase, and their downstream signalling kinase-complex mTORC1. Inhibition of v-ATPase, inhibition of mTORC1, and amino-acid starvation reproduced the selective blocking of M2 polarization, as found in Lamtor1-deficient macrophages. Thus, we revealed the critical roles of amino acids and its sensing machinery in M2 polarization of macrophages. In addition to the investigation on intracellular molecular mechanism of Lamtor1 in M2 polarization, we showed the role of Lamtor1 in polarization of M2MΦs at the healing stage of aseptic peritonitis model, and also showed that loss of Lamtor1 in macrophages led to the marked hypercytokinemia and high mortality in a mouse sepsis model. Our present study, thus, newly adds the Lamtor1-containing amino-acid sensing signal pathway to one of the critical signal pathways involved in activation of macrophages.

In regard to the role of the intracellular nutrition sensor mTORC1 in macrophage activation, our conclusions are compatible with the results of a previous study^28^, which showed that human monocytes treated with an mTOR inhibitor rapamycin produced 2-fold more pro-inflammatory cytokines and 2-fold less IL-10. By contrast, in another study, BMDMs in which mTORC1 was constitutively active due to the loss of the suppressor TSC1 exhibited reduced expression of M2 signature genes^20^. Those authors attributed the weakened M2 polarization in TSC1-deficient macrophages to suppression of Akt by constitutively and excessively activated mTORC1. In our data, however, acute suppression of mTORC1 completely blocked M2 polarization. We suppose two possible explanations for this discrepancy. One is that the strength of mTORC1 activity should be fine-tuned during M2 polarization. That is, M2 polarization may require mTORC1 activation in physiologically appropriate range, thus, constitutive and excessive activation of mTORC1 by the loss of TSC1 altered intracellular milieu to be resistant to M2 polarization. Another possible explanation is that mTORC1 plays a yet undiscovered and Lamtor1-dependent effector role at the lysosome membrane during M2 polarization. Our data that the activity of mTORC1 was diminished but still present in Lamtor1-deficient macrophages favour this possibility. Although the known role of Lamtor1 for now is the scaffold for mTORC1 activation in amino acid-sufficient condition, the possibility that mTORC1, which is recruited to lysosome under the presence of amino acids, acts as an effector with Lamtor1 at the lysosome membrane would be an intriguing next research. In addition, the proliferative nature of M2MΦs^29^ supports our conclusion that mTORC1 is required for M2 polarization, because cell proliferation requires accelerated production of proteins, lipids and nucleic acids, all which requires active mTORC1 (ref. 30). Thus, we conclude that activation of mTORC1, which should be in an appropriate range and duration, is required for M2 polarization of macrophages.

As a novel signalling pathway, we found that the transcription factor LXR is a downstream target of Lamtor1 and mTORC1 in macrophages. First, we showed that Lamtor1, v-ATPase and mTORC1 are required for the gene expression by LXR, using established LXR-target genes ABCA1 and LPL as read-out. We next identified the molecular mechanism how Lamtor1 and mTORC1 control LXR activity: production of endogenous LXR ligand 25-hydroxycholesterol was dependent on Lamtor1 and active mTORC1. We further identified LXR as the transcription factor that links Lamtor1-mTORC1 and expression of M2 marker genes Arg1, IL10 and RELMα. Involvement of active LXR in M2 polarization was proven not only by the fact that expression levels of LXR-target genes and M2 marker genes were changed in a parallel manner, but also by the facts that inactive LXR blocked expression of M2 marker genes and that pharmacological activation of LXR increased expression of M2 marker genes. In compatible with our results, previous reports^31^,^32^ showed increased expressions of M2 marker genes Arg1, MR and RELMα in the macrophages treated with LXR agonists. There is, however, an apparently conflicting report that pretreatment of BMDM with an LXR agonist GW3965, which was washed out before IL-4 stimulation, decreased M2 marker gene expression by IL-4 (ref. 33). Our explanation for their results is that intracellular cholesterol and its derivative oxysterols are considered to be decreased by the pretreatment of LXR agonist, leading to lower LXR activity during IL-4 stimulation, resulting in decreased expression of M2 markers. Thus, the report^33^ does not really conflict with our data. As for genetic ablation of LXR, direct *in vitro* testing on M2 polarization of LXR-deficient macrophages with IL-4 or IL-13 has not been reported, as far as we know. There is a report that high-fat-diet-fed C57BL/6 mice that had been transplanted the bone marrow of LXRα/β double KO mice were not affected with insulin resistance^34^, raising the possibility that LXR KO mice is not so largely affected by defective M2 polarization; we would like to point out that genetic ablation of LXR will result in loss of both repressor and enhancer roles of LXR, thus, LXR KO mice is not a perfect tool to investigate the roles of LXR. Our data showed that inactive LXR, namely antagonized-LXR or dominant-negative LXR, markedly blocked M2 polarization of wild-type BMDMs. The repressive effect of inactive LXR on M2 marker genes is compatible with the knowledge that ligand-free inactive LXR act as the repressor for gene expression^7^. We would like to propose LXR as a metabolic checkpoint in M0 macrophages to determine whether to be polarized into M2 macrophages or not: inactive LXR blocks M2 polarization, but active LXR allows M2 polarization.

From the perspective of metabolism, LXR is the master transcription factor that senses and controls cellular cholesterol amount^35^ by promoting the transcription of cholesterol-exporting molecules such as ABCA1. Thus, Lamtor1 not only integrates the amino-acid and IL-4 signals, but also couples the intracellular amino-acid sensing pathway and LXR, which is often referred to as a ‘cholesterol sensor'^36^. Because macrophages need cholesterol efflux to prevent accumulation of cholesterol that is derived from phagocytosed dead cells, it is not surprising that they express LXR at a high level. Indeed, relative to other tissues and cells, expression of LXRα and LXRβ was most prominent in macrophages (BioGPS^14^). As the roles of LXR in macrophages, suppression of inflammatory response^36^, differentiation of splenic marginal zone macrophages^35^, and promoting apoptotic cell clearance^37^ have been reported. These homoeostatic and immunoregulatory nature of LXR in macrophages seems compatible with our conclusion that active LXR is necessary for M2 polarization.

Complementally, we would like to mention SREBPs. Two previous reports showed that mTORC1 controls lipid metabolism via SREBPs^38^,^39^. One study using NIH3T3 cells showed that an mTOR inhibitor Torin1 blocked gene expression by SREBPs^39^, which controls lipid synthesis. 

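On the arrays of IL-4-stimulated BMDMs, genes of Supplementary Table 1 were read together with a wider list of 35 genes of cholesterol and fatty acid synthesis that SREBPs regulate, written before the data were examined. For each gene, the probe with the highest mean normalized log2 signal over the 4 arrays, M1 included, was used. For Acaca, another probe (A_55_P2019058) was slightly brighter on the 3 arrays of IL-4-stimulated BMDMs, and it was 3.42-fold lower after Torin1. Scd1 (probe A_52_P682382; chromosome 19, from 44469387 to 44469446 of mm9) had a log2 ratio to wild-type M2 of 4.34 in Lamtor1-deficient and −2.02 in Torin1-treated BMDMs. Fasn on chromosome 11 (probe A_52_P100252) had log2 ratios of 1.62 and −0.60, respectively, and Fdps on chromosome 3 (probe A_55_P1966804) had 1.18 and −2.12. Acaca on chromosome 11 (probe A_55_P2084706) had log2 ratios of 1.01 and −1.78, and Sqle on chromosome 15 (probe A_55_P1975185) had 0.87 and −3.20. The signs of these ratios held under each of 3 other scalings of the arrays and with normexp background correction. Each difference exceeded the spread between repeated spots, and the variation between cultures is not known. In the list of 35 genes, the median log2 ratio was 0.58 after Lamtor1 loss, above that of all 10000 random lists matched on mean expression, and 34 genes were higher. After Torin1 it was −1.41, below that of all such lists, and 32 genes were lower. The median after Torin1 moved most to −1.65, with a shift to the median of each array. Of the genes that encode SREBPs, Srebf1 had log2 ratios of 0.24 after Lamtor1 loss and 0.01 after Torin1, the latter −0.24 with a shift to the median, and Srebf2 had 0.42 and 0.93. Another probe of Srebf2, well above background on all arrays, had −0.36 and −0.10.

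**Figure D2:**
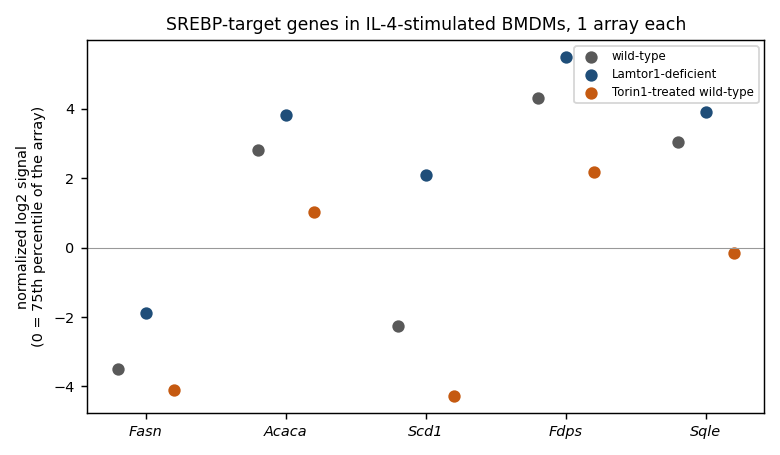
Normalized log2 signal of genes of Supplementary Table 1, with the probe that has the highest mean over the 4 arrays, in which 0 is the 75th percentile of each array. Points are single arrays of wild-type (grey), Lamtor1-deficient (blue) and Torin1-treated wild-type (orange) BMDMs, and for each gene drawn the blue point is the highest and the orange point the lowest.

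**Figure D3:**
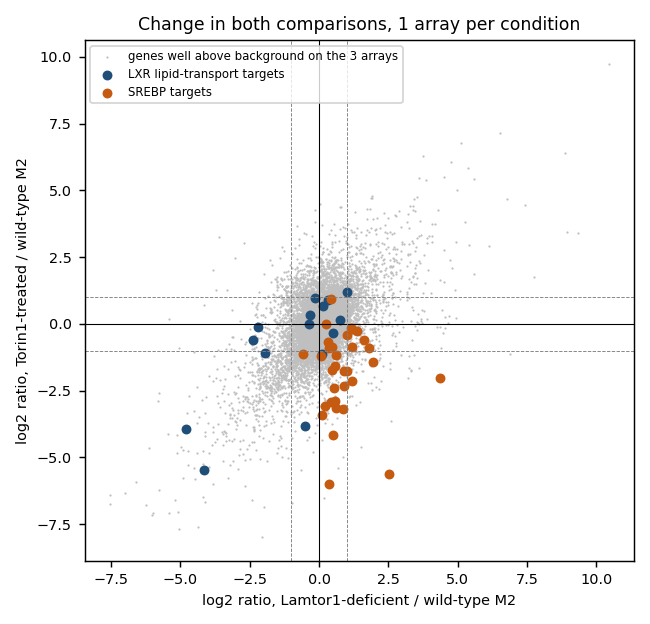
Log2 ratios to the wild-type M2 array after Lamtor1 loss (horizontal axis) and after Torin1 (vertical axis), 1 point per gene well above background on the 3 arrays, with dashed lines at 2-fold. The SREBP-target list (orange) lies mostly to the right of and below 0, and the LXR lipid-transport list (blue) holds genes near 0 and a few far below and to the left of it.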

We confirmed that expressions of SREBP-target genes were decreased after the treatment with Torin1, but rather enhanced following the loss of Lamtor1 (Supplementary Table 1). In Torin1-treated wild-type BMDMs, retroviral transfer of the nuclear form SREBP1 or SREBP2 rescued expression of SREBP-target genes (Fig. 8a,b), but did not rescue M2 signature genes (Fig. 8c,d). Forced expression of the nuclear form SREBP1 or SREBP2 also failed to rescue M2 polarization of Lamtor1-deficient BMDMs (Fig. 8e,f). These data indicated that gene expression by SREBPs is regulated by mTORC1, as reported^39^, but is not involved in M2 polarization of macrophages. Thus, our results expand the concept on the regulation of lipid metabolism by mTORC1, showing that not only gene expression by SREBPs, but also gene expression by LXR require active mTORC1 in macrophages.

In summary, we found that the lysosomal adaptor protein Lamtor1 is essential for the polarization of M2 macrophages both *in vitro* and *in vivo*. Lamtor1, v-ATPase and mTORC1 integrates the intracellular amino-acid sufficiency signal and the extrinsic IL-4 signal, leading to production of 25-hydroxycholesterol and subsequent activation of LXR, ultimately resulting in polarization of M2 macrophages (schematically depicted in Fig. 9).

## Methods

### Mice

Generation of *Lamtor1*^flox^ mice was described previously^40^. Genotyping for *Lamtor1*^flox^ and wild-type *Lamtor1* alleles was done with the reported primers (5′AAGGATTCGGAGTTAGAGACTAGGAC and 5′TGAGGATTCGAGTGGTGAGATACGA)^40^. *LysM-Cre* transgenic mouse^41^ was provided by Dr Shizuo Akira, and genotyping was performed with the primers: 5′CTTGCTGTGTGTTGTTCTGTGCTGAGG and 5′CGCATAACCAGTGAAACAGCATTGC. Myeloid-specific Lamtor1 conditional KO mice were generated by crossing the two strains, and then backcrossed 10 times to the C57BL/6J background. All myeloid-specific Lamtor1 conditional KO mice used in this study was *Lamtor1*^flox/flox^, *LysM-Cre* (heterozygote) mouse and littermate control mice were *Lamtor1*^flox/flox^ mice. Wild-type C57BL/6J mice were purchased from CLEA Japan. Mice were housed in specific pathogen−free conditions, and all experiment was performed according to the regulations of Osaka University. Eight to sixteen-week-old mice were used for experiments, except for the experiment shown in Supplementary Fig. 2. Both male and female mice were used; however, sex was always matched in each experiment.

### Macrophages

Bone marrow-derived macrophages (BMDMs) were differentiated as previously described^42^. In brief, bone marrow cells from femur and tibia were subjected to red blood cell lysis, and the surviving cells were cultured for 6 days in differentiation medium. The differentiation medium comprised of Dulbecco's minimum essential medium (Nacalai Tesque, Japan; 50% of total volume), L929 cell culture supernatant (30%), and heat-inactivated FCS (20%). Penicillin/streptomycin was also added. Developed BMDMs were polarized as M1 or M2 macrophages by 2 days of culture with the indicated stimulants: 20 ng ml^−1^ of recombinant mouse IFN-γ (485-MI; R&D Systems, MN, USA) and 100 ng ml^−1^ of LPS (L3024, Sigma-Aldrich, MO, USA) for M1 polarization; and 50 ng ml^−1^ of recombinant mouse IL-4 (404-ML, R&D Systems) for M2 polarization. In some experiments, BMDMs were polarized with stimulations above for 1 day or 8 h. To exclude unintended effect of L929 cell culture supernatant on BMDMs, we also differentiated BMDMs with recombinant M-CSF (216-MCC, R&D Systems), and confirmed the same results.

### Materials

Concanamycin A (C9705), Bafilomycin A1 (B1793), Wortmannin (W1628), LY294002 (L9908), Rapamycin (R8781), ion exchange chromatography−purified LPS (L3024) and 25-hydroxycholesterol (H1015) were purchased from Sigma-Aldrich; Torin1 (#4247) and GW3965 (#2474) from Tocris, UK; 5C-PPSS50 (#036-21321) from Wako, Japan; Akt inhibitor II (124008) from Merck Millipore, MA, USA.

### RNA and cDNA

Total RNA was purified using the RNeasy Mini Kit (Qiagen, Germany). cDNA was synthesized using the SuperScript III First-Strand Synthesis System (Invitrogen, MA, USA), which includes random hexamers as primers for reverse transcription. All procedures were performed according to the manufacturers' protocols.

### Quantitative PCR

We used commercial probes, master mix, and instruments supplied by Applied Biosystems, MA, USA: TaqMan probes for Lamtor1 (Mm01279964), Arg1 (Mm00475988), Resistin-like molecule alpha (Mm00445109), IL10 (Mm00439616), MR (Mm01329362), NOS2 (Mm00440502), IL6 (Mm00446190), IL12p40 (Mm01288989), TNF-α (Mm00443258), ABCA1 (Mm00442646), LPL (Mm00434764), HMGCR (Mm01282499), SQLE (Mm00436772), FASN (Mm00662319), ACACA (Mm01304257), LXRα (Mm00443451), LXRβ (Mm00437265), MerTK (Mm00434920), and GAPDH (#99999915); and TaqMan Gene Expression Master mix (#4369016). Real-time PCR was performed on a 7900HT Fast Real-Time PCR System, operated by the SDS 2.4 software. All gene expression level was normalized with the level of GAPDH in the same sample.

### Starvation for amino acids or glucose

Dulbecco's minimum essential medium (DMEM) (#08458-45, Nacalai Tesque) was used as the culture medium for BMDMs. For amino acid starvation, we used custom-made DMEM that lacks all amino acids (Cell Science & Technology Institute, Japan): the amount of each ingredient, except for amino acids, was matched with the control DMEM (Nacalai, above). For glucose starvation, commercially available glucose-free DMEM (042-32255, WAKO, Japan) was purchased. In starvation experiments, serum was not added to either control or starvation medium.

### Cell lysate preparation and western blot

For whole−cell lysates, lysis buffer A (50 mM Tris−HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 5% glycerol, 2% n-octyl-β-D-glucopyranoside, and 1% Nonidet P-40 (NP-40)) was used as previously reported^13^. To prepare cytosolic and nuclear fractions, we modified the fractionation method that was distributed as a user resource by Abcam, UK. BMDMs were suspended in hypotonic buffer B (20 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_) and incubated 10 min on ice; next, a final concentration of 0.5% NP-40 was added and the sample was vortexed for 10 s. After 1-min incubation on ice, the sample was again vortexed for 10 s, and then centrifuged 10 min at 3,000 r.p.m. in a microcentrifuge (5424R, Eppendorf, Germany). The supernatant was used as the cytosolic fraction, and the pellet containing nuclei was lysed with RIPA buffer (25 mM Tris–HCl (pH 7.6), 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate). Successful fractionation was confirmed and shown in Supplementary Fig. 8a. For western blots, reduced protein samples for SDS-PAGE were prepared by boiling 1:1 mixtures of cell lysates and 2 × Laemmli sample buffer containing 2-mercaptoethanol. Antibodies for western blots were purchased from indicated suppliers: S6K (#2708), p-S6K (T389, #9234), Akt (#4691), p-Akt (Ser473, #4060), p-Akt (Thr308, #9275), Lamtor1(#8975), Lamtor2 (#8145), Lamtor3 (#8168), Lamtor4 (#12284), Lamtor5 (#14633), α-tubulin (2144), and PPARγ (#2443) from Cell Signaling Technology, MA, USA; IRF4 (sc-6059), arginase-1 (sc-20150), LXRα/β (sc-13068), Lamin B (sc-6216) and β-actin (clone AC-15) from Santa Cruz Biotechnology; resistin-like molecule alpha (ab39628), STAT6 (ab44718), p-STAT6 (Y641, ab54461) and ABCA1 (ab18180) from Abcam; anti-FLAG (A8592) from Sigma-Aldrich; and GAPDH from ThermoFisher Scientific, MA, USA. Horse-radish peroxidase−conjugated secondary antibodies were purchased from GE Healthcare, UK and DAKO (Agilent Technologies, CA, USA). Working concentrations of antibodies are listed in Supplementary Table 2. Confirmation of specificity of antibodies is shown in Supplementary Fig. 9. Signals were detected using ImageQuant LAS 500 (GE Healthcare). In Fig. 5b,f, density of each bands was quantified with ImageJ, and the densities of p-S6K bands standardized by that of S6K bands were shown in the figures.

### Flow cytometry

For screening of immune system development, 6−8-week-old mice were analysed. Thymocytes were stained with CD4 (clone RM4-5) and CD8 (clone 53-6.7) antibodies. Splenocytes were stained with CD3 (clone 145-2C11), CD4, CD8, B220 (clone RA3-6B2), CD11b (clone M1/70) and Ly6G (clone RB6-8C5) antibodies. Bone marrow cells were stained with CD3, B220, CD11b and Ly6G antibodies. For the confirmation of development of BMDMs, antibodies for CD11b, F4/80 (clone BM8) and MHC class II (I-A/I-E; clone M5/114.15.2) were used. Cells were analysed on a FACS Canto II (BD Biosciences). Appropriate gates for FSC and SSC were set to analyse each population. Working concentrations of antibodies are listed in Supplementary Table 2.

### Gene transfer to macrophages

The coding sequence for mouse Lamtor1, dominant-negative mouse LXRα (ref. 24) (1–435 amino acid residues), and dominant-negative mouse LXRβ (ref. 24) (1–437 amino acid residues) were cloned into pMX-IRES-GFP (Cell Biolabs, CA, USA). The coding sequence for murine nuclear form SREBP1 or SREBP2 (1–480 and 1–473 amino acid residues, respectively) was fused with the sequence for FLAG-tag and cloned into pRetroX-TetOne (Clontech, CA, USA). All plasmid vectors were checked with Sanger sequencing to exclude mutations. To prepare retroviral vectors, Platinum-E cells (Cell Biolabs) were used as packaging cells. BMDMs were cultured as described above, and culture supernatant of Platinum-E cells containing retroviral vector was added on day 3. For selection of BMDMs harbouring the doxycycline-inducible SREBP1 or SREBP2 genes, empty pMX-IRES-GFP retroviral vector was simultaneously infected as a fluorescent marker. On day 6, gene-transferred macrophages were sorted as GFP^high^ cells, which were clearly distinct from the GFP−negative population, using a FACS Aria III (BD Biosciences, CA, USA). If necessary, 200 ng ml^−1^ of doxycycline was added to the culture media during M2 polarization after sorting. See Supplementary Fig. 8e for the confirmation of the protein expression from pRetroX-TetOne vector.

### Challenge with LPS *in vivo*

For Fig. 2c, two groups of mice, consisting of four littermate controls or four conditional KO mice, were intravenously administered with LPS (L3024, Sigma). After the indicated times, one mouse from each group was sacrificed to collect whole blood. In survival experiment, mice were observed without any sampling. For measurement of serum HMGB1, non-lethal dose of LPS for Lamtor1 conditional KO mice was administered intravenously.

### Challenge with Zymosan A

A dose of 200 μg of Zymosan A (Z4250, Sigma-Aldrich) in PBS(−) was intravenously administered to mice. Sera were obtained 6 h after injection.

### Enzyme-linked immunosorvent assay

Serum cytokine levels were measured with the Quantikine ELISA kit (R&D Systems), and cytokines in culture supernatant were measured with DuoSet ELISA development systems (R&D Systems). HMGB1 was measured with an ELISA kit purchased from SHINO-TEST, Japan. All procedure was performed according to the manufacturers' protocols.

### *In vivo* induction of M2 macrophages

Brewer's thioglycollate medium (#225710, BD Biosciences) was diluted 4% (w/v) in distilled water, and then autoclaved. One millilitre of the diluted medium per mouse was injected into the intraperitoneal cavity. After 6 days, peritoneal cells were collected. Intracellular staining was performed with the Cytofix/Cytoperm Cell Permeabilization/Fixation Solution (BD Biosciences). Antibodies used for defining M2 macrophages were resistin-like molecule alpha (ab39628), mannose receptor (clone MR5D3) and CD11b (clone M1/70). Working concentrations of antibodies are listed in Supplementary Table 2. To define MR^+^ and RELMα^+^ cells, positive gates for these markers were set to contain <1% of the negative control samples stained with fluorescence-labelled isotype control IgG. Cells were analysed on a FACS Canto II (BD Biosciences).

### Cell size measurement

Cell sizes were estimated by flow cytometry. Forward scatter intensities measured on a FACS Canto II were considered to reflect cell size.

### Gene expression microarray

Total RNA of the macrophages from WT and KO mice was extracted RNeasy Mini kit (Qiagen) according to the manufacturer's instructions. RNAs were quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific) RNA integrity was evaluated using an RNA 6000 LabChip and Bioanalyzer (Agilent Technologies). Each RNA with RNA integrity numbers greater than 9.7 was used for microarray experiments. Two hundred nanogram of total RNA was reverse transcribed into double strand cDNAs by AffinityScript multiple temperature reverse transcriptase and amplified for 2 h at 40 °C. Resulting cDNAs were subsequently used for *in vitro* transcription by T7-polymerase and labelled with cyanine-3-labelled cytosine triphosphate (Perkin-Elmer) for 2 h at 40 °C using a Low Input Quick-Amp Labelling Kit ver. 6.5 (Agilent Technologies) according to the manufacturer's protocol. After labelling, rates of dye incorporation and quantification were measured with a Nanodrop ND-1000 spectrophotometer (Thermo Scientific) and were then fragmented for 30 min at 60 °C in the dark. The labelled 600 ng of each cRNA sample was then hybridized on Agilent 8 × 60 K whole mouse genome arrays (Agilent Design # 028005) at 65 °C for 17 h with rotation in the dark. Hybridization was performed using a Gene Expression Hybridization Kit (Agilent Technologies) following the manufacturer's instructions. After washing in GE washing buffer, slides were scanned with an Agilent Microarray Scanner G2505C. Feature extraction software (Version 10.5.1.1) employing defaults for all parameters was used to convert images into gene expression data.

### Microarray design

Expression profiling was generated using 8 × 60 K whole mouse genome oligo microarray G4852A (Agilent Technologies). Each microarray uses 55,681 probes to interrogate 39,430 Entrez gene RNAs and 16,251 lincRNAs. Four microarray analyses as 1-colour microarray-based gene expression analysis were performed with wild-type M1-polarized BMDMs (M1), wild-type M2-polarized BMDMs (M2) (polarization was done as described above), IL-4−stimulated Lamtor1-deficient BMDMs (KO) and Torin1-treated and IL-4−stimulated wild-type BMDMs (Torin1). Each gene expression profiling was compared between M1/M2, KO/M2 and Torin1/M2.

### Microarray data analysis

Raw data were imported into the Subio Platform and Subio Basic Plug-in (v1.11; Subio Inc., Aichi, Japan) for quality control and calculating the between-sample *fold change*. For normalization, the threshold raw signal was set to 1.0 and the global normalization algorithm (percentile shift) was used with a percentile target of 75. This normalized data was used for identifying differentially expressed genes, in which M1, KO or Torin1 were compared with M2 as control. Raw data have been accepted in Gene Expression Omnibus (GEO), a public repository for microarray data, aimed at storing Minimum Information About Microarray Experiments (MIAME).

### Mass spectrometry for oxysterols

The LC/MS analysis was conducted using a *Nexera* UHPLC system connected to a triple quadrupole mass spectrometer LCMS-8060 (Shimadzu, Kyoto, Japan). The sample solutions extracted by methanol were kept at 5 °C and 5 μl was taken for the LC/MS analysis. A reversed-phase core shell column (CAPCELL CORE C27, 2.1 × 75 mm, 2.7 μm, Shiseido, Japan) was used for chromato-graphic separation maintained at 40 °C. Five mM ammonium formate in water and methanol were used for mobile phase A and B, respectively, with a flow rate of 0.3 ml min^−1^. Concentration of mobile phase B was programmed as 20% (0 min)—20% (1 min)—40% (2 min)—85% (10 min)—100% (10.1 min)—100% (15 min)—20% (15.1 min)—20% (20 min) including curved binary gradient (–5) from 2 min (40% B) to 10 min (85% B). The mass spectrometric parameters were set as follows: nitrogen gas was used for nebulizer- and drying gases were set at 3 and 10 l min^−1^, respectively. Dry air was used for heating gas with 10 l/min. Argon gas (purity, >99.9995%) was used for collision-induced dissociation (CID). Interface, heat block and desolvation line temperatures were kept at 300 °C, 400 °C and 250 °C, respectively. We selected dehydrated molecular ion, (M+H−H_2_O)^+^, as the precursor ions for following multiple reaction monitoring (MRM) transitions; 385.3>159.1, 385.3>161.1 and 392.3>147.1 for 25-hydroxycholesterol, 27-hydroxycholesterol, and 24(R/S)-hydroxycholesterol-d7, respectively. Internal standard method was performed for quantification of 25-hydroxycholesterol and 27-hydroxycholesterol in the calibration range from 10 to 1,000 ng ml^−1^. 25-hydroxycholesterol and the other isomers such as 24(S)-hydroxycholesterol detected at *m/z* 385.3>159.1 were differentiated by the chromatographic separation as shown in Supplementary Fig. 10.

### Preparation of apoptotic thymocytes

Similar to previous reports, thymuses were obtained from 6-week-old C57BL/6J mice, then grinded with sterilized slide glasses in Hanks's balanced salt solution. Thymocytes were then collected by centrifugation, subsequently diluted and cultured in RPMI medium supplemented with 10% FBS, 5% penicillin-streptomycin, and final 50 μM of 2-mercaptoethanol. Apoptosis was induced by overnight culture with final 200 nM of dexamethasone (D4902, Sigma-Aldrich) in the medium.

### Luciferase assay

Luciferase expression vector under the control of the LXR-response element in the promoter (#336841, Qiagen) was transfected into HEK293 cells using Lipofectamine 2000 (Invitrogen). After 48 h, the transfected cells were treated with 250 nM of Torin1 for indicated times. Luciferase activity was measured with the Dual-Glo Luciferase assay system (E2920, Promega, WI, USA) and an ARVO MX 1420 (Perkin-Elmer, MA, USA). Samples were measured in quintuplicate.

### Statistics

The *P* values of Student's *t*-test were calculated with Microsoft Excel 2010 or EZR (Jichi Medical University, Saitama, Japan)^43^. Log-rank test was performed with EZR, a graphical user interface for R (The R Foundation for Statistical Computing, Austria).

### Data availability

Gene expression microarray data have been deposited in GEO under the accession code GSE51665. The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or are available from the corresponding author upon request.

## Additional information

**How to cite this article:** Kimura, T. *et al*. Polarization of M2 macrophages requires Lamtor1 that integrates cytokine and amino-acid signals. *Nat. Commun.* **7**, 13130 doi: 10.1038/ncomms13130 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Tables 1-2.

Supplementary Data 1 Lists of genes in microarray; It is a multi-tabbed excel file.

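Supplementary Data 1 lists, on separate sheets, the genes that the study found changed at least 2-fold by Lamtor1 loss, by Torin1 and by both, and the LXR-target genes among them. Each entry gives 1 array probe for a gene and its fold change to wild-type M2 BMDMs, in which a negative fold is the inverse of the ratio with a minus sign. The paper's sheets hold 4953 genes for Lamtor1 loss, 7259 for Torin1 and 3069 for both, of which 1999, 1999 and 1998, respectively, were available here. The ratios computed from the arrays were set beside the paper's folds for the listed probe. For Lamtor1 loss, 1992 of 1995 ratios lay within 0.1 of the paper's value on the log2 scale, and for Torin1 1990 of 1994 did. On the sheet of genes changed by both, 1990 of 1994 ratios after Lamtor1 loss and 1704 of 1993 ratios after Torin1 lay within that distance. On the LXR-target sheet, 33 of 33 ratios after Lamtor1 loss and 31 of 33 after Torin1 did. For 515 of the listed probes on the sheet for Lamtor1 loss, and 494 on that for Torin1, the signal was not well above background on either array compared, and the size of these folds rests on background spots.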

## Figures and Tables

**Figure 1:**
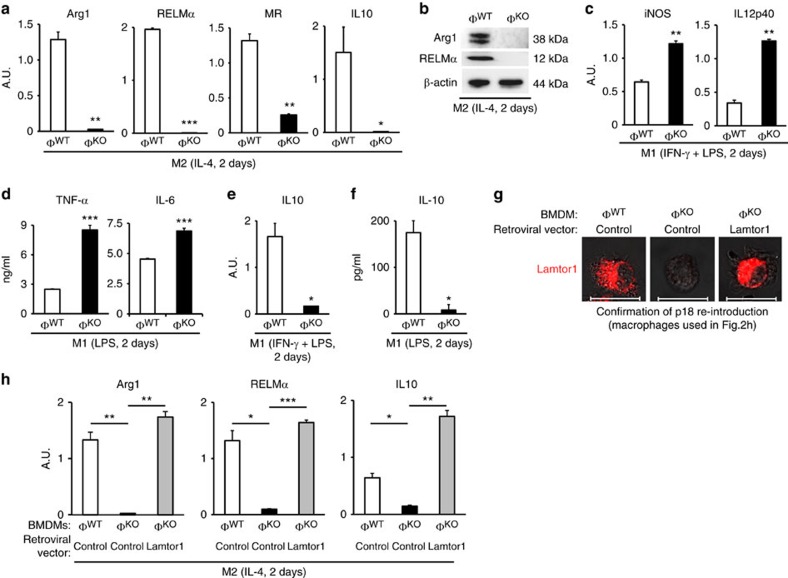
Defective M2 polarization of Lamtor1-deficient macrophages. Expression levels of M2 signature genes in IL-4−stimulated BMDMs were measured by real-time PCR (**a**), and by western blots (**b**). (**c**,**d**) M1 polarization was enhanced in Lamtor1-deficient BMDMs. Expression levels of M1 signature genes were measured by real-time PCR (**c**), and cytokine concentrations in culture supernatants were measured by ELISA (**d**). (**e**,**f**) Expression of the immunosuppressive cytokine IL-10 in M1 (inflammatory) condition was largely reduced in Lamtor1-deficient BMDMs: real-time PCR for the transcript of *IL10* (**e**), and ELISA for IL-10 concentration in culture supernatant (**f**). (**g**) Retroviral transfer of *Lamtor1* gene into Lamtor1-deficient BMDMs restored Lamtor1 protein, confirmed by immunofluorescence. Scale bars indicate 20 μm. See Method section for more detailed information about the gene transfer. (**h**) Real-time PCR showed that re-introduction of Lamtor1 as in (**g**) rescued expression of M2 marker genes, confirming essential role of Lamtor1 in M2 polarization. The control retroviral vector expressed GFP protein. In (**d**,**f**), 100 ng ml^−1^ of LPS was used as stimulant. The representative results of three independent experiments are shown for each panel. Φ^WT^ and Φ^KO^ are defined as in Figure 1. *P<0.05, **P<0.01, ***P<0.001. Error bars show s.d.

**Figure 2:**
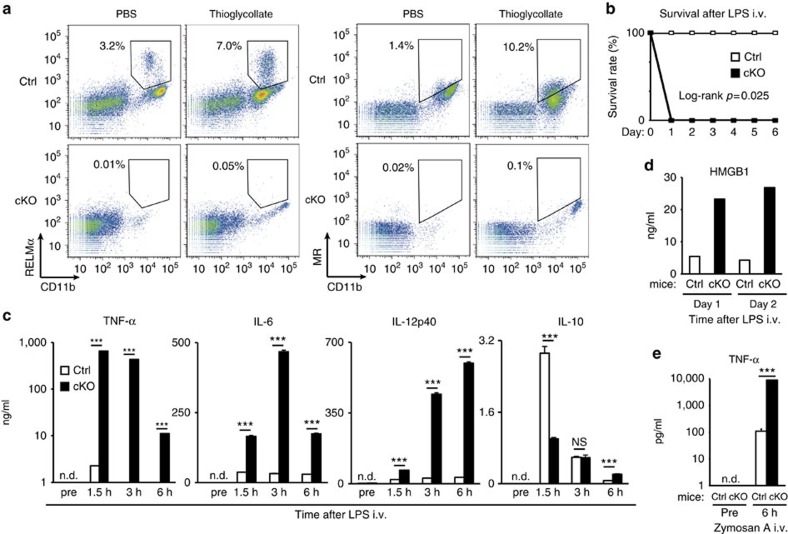
Defective polarization of M2 macrophages and enhanced innate immune response in myeloid−specific Lamtor1 conditional knockout mice. (**a**) M2 macrophages appeared in peritoneal cavity 6 days after the intraperitoneal administration of thioglycollate medium. M2 macrophages (CD11b^high^ RELMα^+^ cells or CD11b^high^ MR^+^ cells; definition of the positive gates are described in Method section) were counted by flow cytometry. Percentage of M2 macrophages in whole peritoneal white blood cells is shown. (**b**–**e**) Enhanced innate immune response in Lamtor1 conditional knockout mice. (**b**) High mortality in Lamtor1 conditional knockout mice after injection of LPS (20 μg per mouse). Three mice were used for each genotype. (**c**) Serum levels of cytokines after intravenous administration of LPS (20 μg per mouse). Time from LPS administration to blood collection is indicated. (**d**) Serum HMGB1 levels at the indicated days after intravenous administration of LPS (5 μg per mouse). (**e**) Serum concentrations of TNF-α after intravenous administration of Zymosan A. Time from Zymosan A administration to blood collection is indicated. Concentrations of each cytokine and HMGB1 were measured by ELISA. Ctrl: littermate *Lamtor1*^flox/flox^; cKO: *Lamtor1*^flox/flox^ *LysM-Cre* mice. Samples were measured in triplicate (**c**,**e**). The representative results of three independent experiments are shown (**a**,**c**). ***P<0.001. Error bars show s.d.

**Figure 3:**
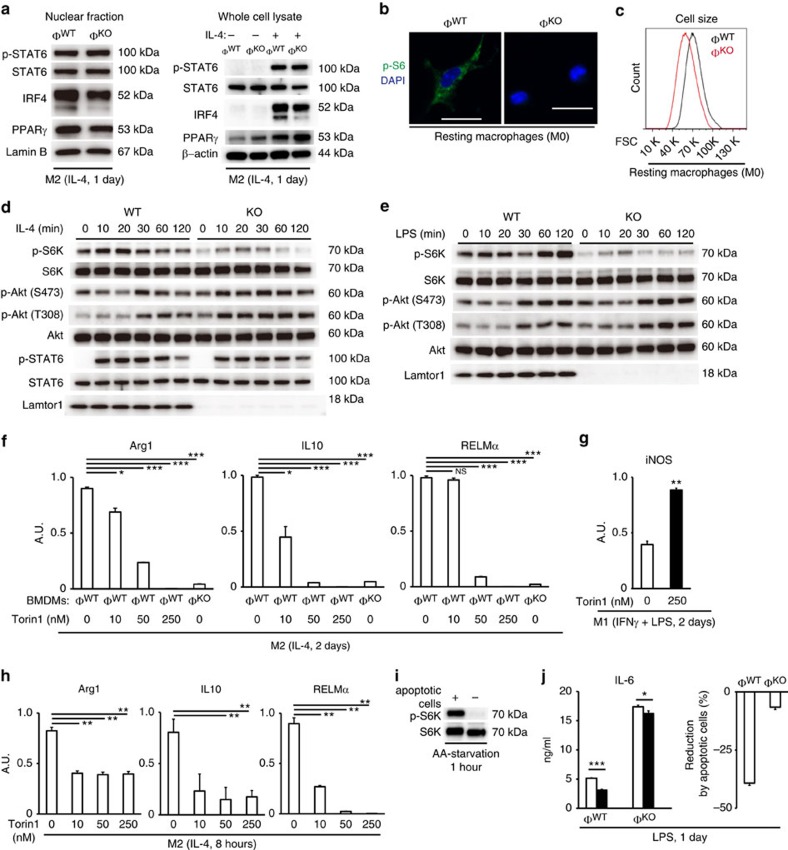
Lamtor1 is required for IL-4−elicited activation of mTORC1, which is necessary for M2 polarization. (**a**) Western blots for previously known essential M2−polarizing factors in IL-4−stimulated BMDMs. See Supplementary Fig. 8a for confirmation of the fractionation. (**b**) Immunofluorescence confocal microscopy for phospho-S6 ribosomal protein indicated decreased mTORC1 activity in Lamtor1-deficient BMDM. Scale bars indicate 20 μm. (**c**) Flow cytometry showed that Lamtor1-deficient BMDMs were smaller in cell sizes than wild-type BMDMs. (**d**) Time course for acute activation of mTORC1, mTORC2 and JAK-STAT6 pathway during the stimulation by IL-4 (that is, M2-polarizing condition). (**e**) Time course for acute activation of mTORC1 and mTORC2 in BMDMs stimulated by 100 ng ml^−1^ of LPS. (**f**–**h**) Inhibition of mTORC1 by an mTOR inhibitor selectively abolished M2 polarization, but did not block M1 polarization. (**f**) Real-time PCR for M2 signature genes. M2 macrophages were polarized with IL-4 stimulation and concomitant mTOR inhibition. See Supplementary Fig. 8b for exclusion of unintended suppressive effect of the vehicle. (**g**) Real-time PCR for an M1 signature gene in wild-type BMDMs. M1 macrophages were polarized with IFNγ and LPS stimulation and concomitant mTOR inhibition. (**h**) Real-time PCR showed that M2 polarization of wild-type BMDMs was blocked even at 8 h of IL-4 stimulation and concomitant inhibition of mTOR. (**i**,**j**) Engulfed apoptotic cells activated mTORC1, and decreased IL-6 production from LPS-stimulated BMDMs. (**i**) BMDMs that had phagocytosed apoptotic thymocytes showed active mTORC1, even in the absence of amino acids in culture medium. Western blots for phosphorylation of S6K are shown as mTORC1 activity. (**j**) BMDMs that had phagocytosed apoptotic thymocytes showed decreased production of IL-6 after stimulation by LPS (100 ng ml^−1^) in amino acids-free medium. IL-6 concentration measured by ELISA (left panel), and calculated percentage of the decrease (right panel) are shown. In left panel, BMDMs that did not engulf apoptotic thymocytes are shown as white bars, and ones that engulfed apoptotic thymocytes are shown as black bars. Φ^WT^ and Φ^KO^ are defined as in Fig. 1. The representative results of three independent experiments are shown (**a**–**g**). *P<0.05, **P<0.01, ***P<0.001. Error bars show s.d.

**Figure 4:**
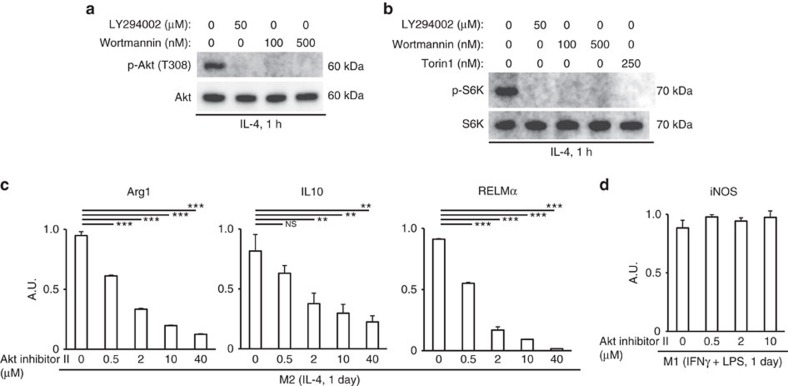
PI3K and Akt are the upstream signal pathway responsible for mTORC1 activation by IL-4. (**a**) Western blot for Akt phosphorylation in wild-type BMDMs stimulated for 1 h with IL-4. Inhibitors for PI3K were added 10 min before IL-4 stimulation, and also existed during IL-4 stimulation. (**b**) Western blot for mTORC1 activity in wild-type BMDMs. Macrophages were stimulated for 1 h with IL-4. Each inhibitor for PI3K or mTOR was added 10 min before IL-4 stimulation, and also existed during IL-4 stimulation. (**c**,**d**) Real-time PCR for M2 (**c**) and M1 (**d**) signature genes expressed in wild-type BMDMs polarized with each stimulants with concomitant Akt inhibition. Polarizing conditions in detail are described in Method section. The representative results of two independent experiments are shown for each panel. **P<0.01, ***P<0.001. Error bars show s.d.

**Figure 5:**
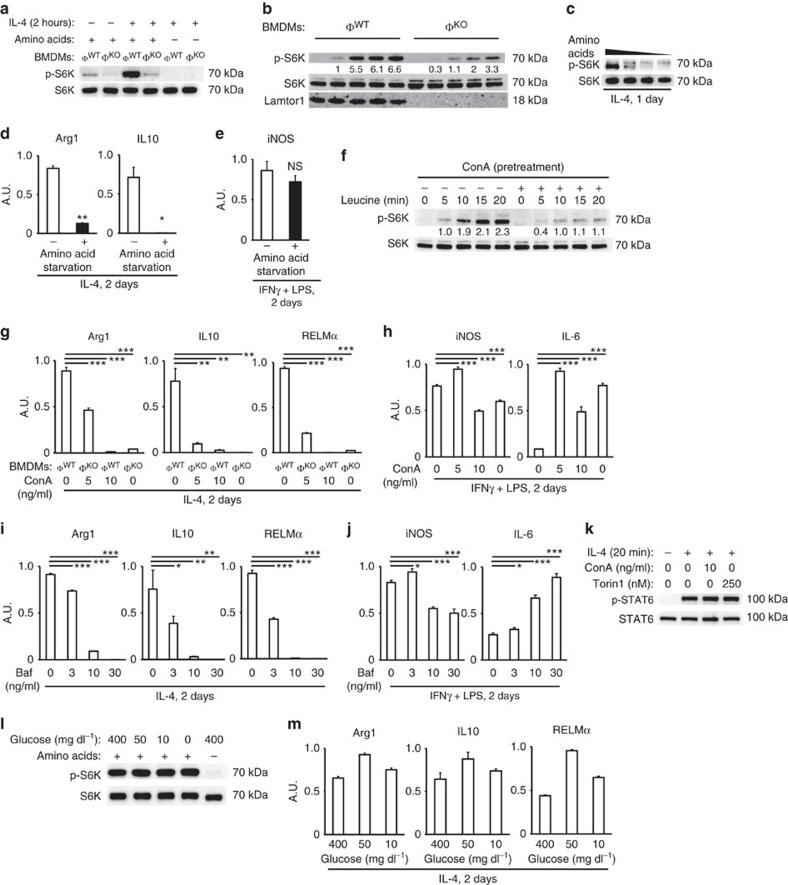
Amino-acid sensing machineries are required for M2 polarization. (**a**) Western blot for phosphorylated S6 kinase showed that full activation of mTORC1 by IL-4 requires both Lamtor1 and amino acids. (**b**) Western blots for leucine−elicited mTORC1 activation. After starved 1 h for amino acids, BMDMs were stimulated with leucine (2 mg ml^−1^). (**c**) Western blots for phospho-S6 kinase in wild-type BMDMs stimulated with IL-4 in amino-acid starvation media. (**d**,**e**) Macrophage polarization in amino acid starvation media. Real-time PCR for M2 (**d**) and M1 (**e**) signature genes in amino acid−starved wild-type BMDMs are shown. (**f**–**j**) Involvement of v-ATPase in amino-acid sensing and M2 polarization. (**f**) Western blots for leucine-elicited mTORC1 activation. After starved 1 h for amino acids, BMDMs were stimulated with leucine (2 mg/ml). Concanamycin A (ConA) was added 10 min before leucine, and washed out just before the addition of leucine to media. (**g**–**j**) Real-time PCR for M2 (**g**,**i**) and M1 (**h**,**j**) signature genes in wild-type BMDMs polarized with each stimulant and concomitant ConA or Bafilomycin A1 (Baf). See Supplementary Fig. 8c for exclusion of unintended suppressive effect of the vehicle. (**k**) Western blots for STAT6 phosphorylation in wild-type BMDMs treated with IL-4 and concomitantly used inhibitors for v-ATPase or mTOR. (**l**) Western blots for mTORC1 activity. Amino acid−starvation (1 h) abolished phosphorylation of S6 kinase, but glucose starvation (1 h) did not. (**m**) Real-time PCR for M2 marker genes expressed in wild-type BMDMs cultured in low-glucose media. Φ^WT^ and Φ^KO^ are defined as in Fig. 1. The representative results of three independent experiments are shown for each panel. *P<0.05, **P<0.01, ***P<0.001. Error bars show s.d.

**Figure 6:**
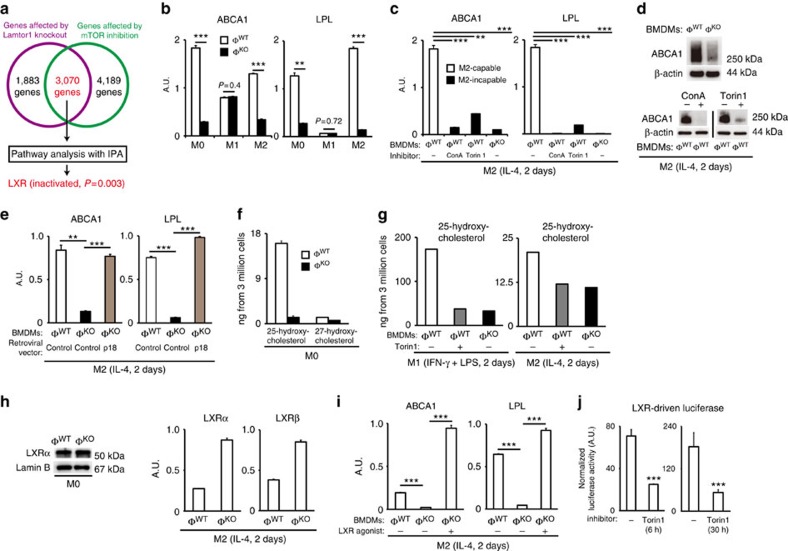
LXR is the downstream target of Lamtor1 and mTOR. (**a**) Strategy to find the downstream pathway of Lamtor1 and mTORC1. Numbers of genes whose expression levels were changed equal or more than 2-fold in gene expression microarray are shown as a Venn diagram. The 3,070 genes affected by both Lamtor1-loss and mTOR-inhibition were input to gene enrichment analysis program in a commercially available pathway analysis software IPA; Inactivation of LXR was suggested. See Supplementary Data 1 for the list of genes in each group. (**b**) Real-time PCR for LXR-target genes ABCA1 and LPL. M0 BMDMs were at resting condition; M1 BMDMs were stimulated with 20 ng ml^−1^ of IFN-γ and 100 ng ml^−1^ of LPS for 2 days; M2 BMDMs were stimulated with 50 ng ml^−1^ of IL-4 for 2 days. (**c**) Real-time PCR for LXR−target genes. Expression of these genes was decreased in BMDMs that could not polarize to M2MΦs. (**d**) Western blot for ABCA1. Knockout of Lamtor1, treatment with a v-ATPase inhibitor or an mTOR inhibitor decreased expression of ABCA1 protein in IL-4−stimulated BMDMs. (**e**) Real-time PCR for LXR-target genes. Re-introduction of Lamtor1 gene into Lamtor1-deficient BMDMs rescued expression of ABCA1 and LPL during M2-polarizing stimulation. The control retroviral vector expressed GFP protein. (**f**) Intracellular amounts of endogenous LXR ligands oxysterols were measured by mass spectrometry. (**g**) Intracellular amounts of 25-hydroxycholesterol were measured after M1- of M2-polarizing stimulation. (**h**) Western blot for nuclear LXRα in M0 macrophages (left panel); and real-time PCR for LXRα and LXRβ in IL-4−stimulated BMDMs. (**i**) Real-time PCR showed that an LXR agonist GW3965, used in combination with its obligatory heterodimer RXR's ligand 9-cis retinoic acid, rescued expression of LXR-target genes in Lamtor1-deficient BMDMs. (**j**) Luciferase assay in HEK293 cells showed that mTOR is required for LXR activity. Cells transfected with LXR−driven luciferase and control constitutively-active luciferase were treated with an mTOR inhibitor. ConA: concanamycin A. Φ^WT^ and Φ^KO^ are defined as in Fig. 1. *P<0.05, **P<0.01, ***P<0.001. Error bars show s.d.

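Counted from the arrays with the array's own gene names, 1910 genes changed at least 2-fold by Lamtor1 loss and 4165 genes changed by Torin1 had no probe that was changed by both treatments, and 58.7% of the genes changed by Lamtor1 loss had such a probe. Counted with any probe of a gene in each comparison, a rule added after the data had been seen, 2831 genes were changed by both. In probes, Lamtor1 loss changed 9205 and Torin1 14386, of which 5144 were shared. Of the probes changed by Lamtor1 loss, 41.4% were well above background on both arrays compared and 29.8% on neither. For Torin1, these shares were 47.1% and 27.7%. Of the shared probes, 84.2% moved the same way. The pathway software (Ingenuity Pathway Analysis) and its knowledge base are not analysed here.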

**Figure 7:**
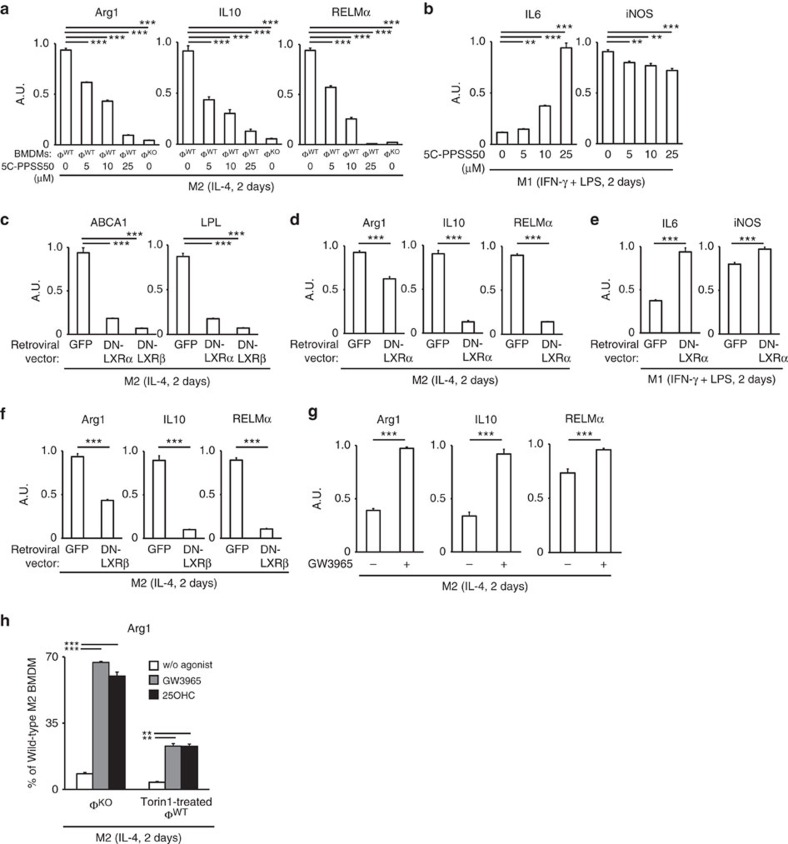
Active LXR is required for M2 polarization. (**a**,**b**) Real-time PCR for M2 (**a**) and M1 (**b**) signature genes in BMDMs polarized with each stimulants and concomitantly used LXR antagonist. See Supplementary Fig. 8d for exclusion of unintended suppressive effect of the vehicle. (**c**–**f**) Overexpression of dominant-negative (DN) LXRα and LXRβ in wild-type BMDMs and its effect on gene expression. (**c**) Real-time PCR for LXR-target genes confirmed the suppressive activity of DN-LXRα and DN-LXRβ. (**d**–**f**) Real-time PCR for M2- (**d**, **f**) and M1- (**e**) marker genes. (**g**) Real-time PCR showed that concomitant stimulation with synthetic LXR agonist GW3965 and IL-4 increased expression of M2 marker genes in wild-type BMDMs, compared with IL-4 stimulation. (**h**) GW3965 or an LXR ligand 25-hydroxysterol rescued M2 polarization of both Lamtor1-deficient BMDMs and mTOR-inhibited wild-type BMDMs. Φ^WT^ and Φ^KO^ are defined as in Fig. 1. The representative results of three independent experiments are shown for each experimental panel. *P<0.05, **P<0.01, ***P<0.001. Error bars show s.d.

**Figure 8:**
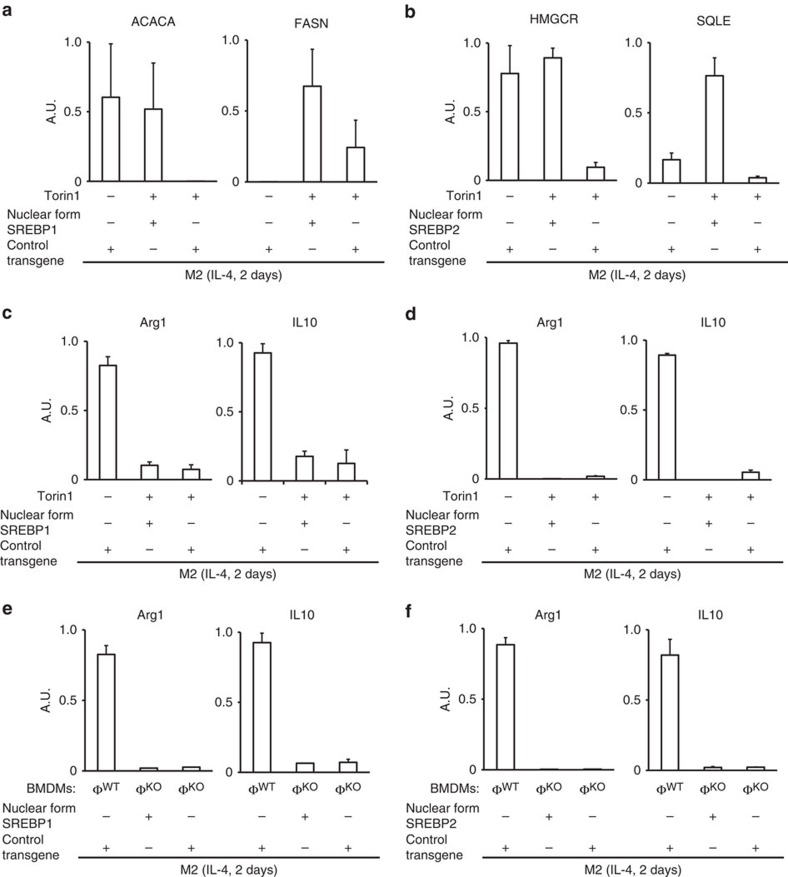
SREBPs are not involved in M2 polarization of macrophages. (**a**) Real-time PCR for SREBP1−target genes in IL-4−stimulated BMDMs. Nuclear form SREBP1 gene was introduced to wild-type BMDMs with retroviral vector. (**b**) Real-time PCR for SREBP2−target genes in IL-4−stimulated BMDMs. Nuclear form SREBP2 gene was introduced to wild-type BMDMs with retroviral vector. (**c**) Real-time PCR showed that forced expression of nuclear form SREBP1 did not rescue M2 polarization of mTOR-inhibited wild-type BMDMs. (**d**) Real-time PCR showed that forced expression of nuclear form SREBP2 did not rescue M2 polarization of mTOR-inhibited wild-type BMDMs. (**e**) Real-time PCR showed that forced expression of nuclear form SREBP1 did not rescue M2 polarization of Lamtor1-deficient BMDMs. (**f**) Real-time PCR showed that forced expression of nuclear form SREBP2 did not rescue M2 polarization of Lamtor1-deficient BMDMs. Φ^WT^ and Φ^KO^ are defined as in Fig. 1. The retroviral control transgene expressed GFP. More detailed information about SREBP1 and SREBP2 gene transduction is described in Method section. Error bars show s.d.

**Figure 9:**
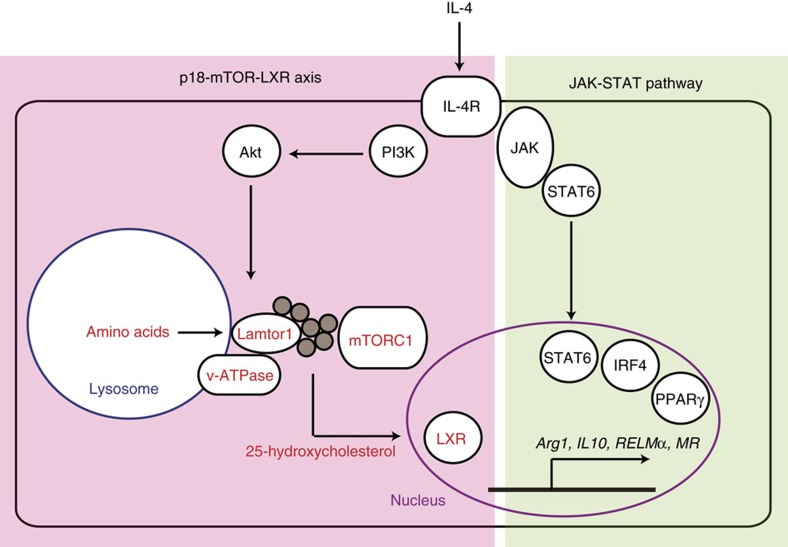
Scheme of the present study. In addition to previously identified JAK−STAT6 pathway, IRF4 and PPARγ, we demonstrated the essential role of a metabolic signaling axis consisting of the amino-acid sensing pathway (Lamtor1, v-ATPase and mTORC1) and downstream LXR in polarization of M2 macrophages.

## References

[b1] AbbasA., LichtmanA. & PillaiS. in Cellular and Molecular Immunology 8th edn Ch.4, p73Elsevier (2014).

[b2] SicaA. & MantovaniA. Macrophage plasticity and polarization: *in vivo* veritas. J. Clin. Invest. 122, 787–795 (2012).2237804710.1172/JCI59643PMC3287223

[b3] MurrayP. J. . Macrophage activation and polarization: nomenclature and experimental guidelines. Immunity 41, 14–20 (2014).2503595010.1016/j.immuni.2014.06.008PMC4123412

[b4] MartinezF. O., HelmingL. & GordonS. Alternative activation of macrophages: an immunologic functional perspective. Annu. Rev. Immunol. 27, 451–483 (2009).1910566110.1146/annurev.immunol.021908.132532

[b5] NagataS. Apoptosis and autoimmune diseases. Ann. N. Y. Acad. Sci. 1209, 10–16 (2010).2095831010.1111/j.1749-6632.2010.05749.x

[b6] ChantranupongL., WolfsonR. L. & SabatiniD. M. Nutrient-sensing mechanisms across evolution. Cell 161, 67–83 (2015).2581598610.1016/j.cell.2015.02.041PMC4384161

[b7] CalkinA. C. & TontonozP. Transcriptional integration of metabolism by the nuclear sterol-activated receptors LXR and FXR. Nat. Rev. Mol. Cell. Biol. 13, 213–224 (2012).2241489710.1038/nrm3312PMC3597092

[b8] MadernaP. & GodsonC. Phagocytosis of apoptotic cells and the resolution of inflammation. Biochim. Biophys. Acta (BBA)—Mol. Basis Dis. 1639, 141–151 (2003).10.1016/j.bbadis.2003.09.00414636945

[b9] VollR., HerrmannM., RothE., StachC. & KaldenJ. Immunosuppressive effects of apoptotic cells. Nature 390, 350 (1997).938947410.1038/37022

[b10] SancakY. . Ragulator-Rag complex targets mTORC1 to the lysosomal surface and is necessary for its activation by amino acids. Cell 141, 290–303 (2010).2038113710.1016/j.cell.2010.02.024PMC3024592

[b11] MenonS. . Spatial control of the TSC complex integrates insulin and nutrient regulation of mTORC1 at the lysosome. Cell 156, 771–785 (2014).2452937910.1016/j.cell.2013.11.049PMC4030681

[b12] Bar-PeledL., Schweitzer, LawrenceD., ZoncuR. & SabatiniD. M. Ragulator is a GEF for the Rag GTPases that signal amino acid levels to mTORC1. Cell 150, 1196–1208 (2012).2298098010.1016/j.cell.2012.07.032PMC3517996

[b13] NadaS. . The novel lipid raft adaptor p18 controls endosome dynamics by anchoring the MEK-ERK pathway to late endosomes. EMBO J. 28, 477–489 (2009).1917715010.1038/emboj.2008.308PMC2657578

[b14] WuC. . BioGPS: an extensible and customizable portal for querying and organizing gene annotation resources. Genome Biol. 10, R130 (2009).1991968210.1186/gb-2009-10-11-r130PMC3091323

[b15] WangJ. & KubesP. A reservoir of mature cavity macrophages that can rapidly invade visceral organs to affect tissue repair. Cell 165, 668–678 (2016).2706292610.1016/j.cell.2016.03.009

[b16] LotzeM. T. & TraceyK. J. High-mobility group box 1 protein (HMGB1): nuclear weapon in the immune arsenal. Nat. Rev. Immunol. 5, 331–342 (2005).1580315210.1038/nri1594

[b17] OdegaardJ. I. . Macrophage-specific PPARgamma controls alternative activation and improves insulin resistance. Nature 447, 1116–1120 (2007).1751591910.1038/nature05894PMC2587297

[b18] ZoncuR. . mTORC1 senses lysosomal amino acids through an inside-out mechanism that requires the vacuolar H(+)-ATPase. Science 334, 678–683 (2011).2205305010.1126/science.1207056PMC3211112

[b19] ThoreenC. C. . An ATP-competitive mammalian target of rapamycin inhibitor reveals rapamycin-resistant functions of mTORC1. J. Biol. Chem. 284, 8023–8032 (2009).1915098010.1074/jbc.M900301200PMC2658096

[b20] BylesV. . The TSC-mTOR pathway regulates macrophage polarization. Nat. Commun. 4, 2834 (2013).2428077210.1038/ncomms3834PMC3876736

[b21] RuckerlD. . Induction of IL-4Ralpha-dependent microRNAs identifies PI3K/Akt signaling as essential for IL-4-driven murine macrophage proliferation *in vivo*. Blood 120, 2307–2316 (2012).2285560110.1182/blood-2012-02-408252PMC3501641

[b22] SancakY. . The rag GTPases bind raptor and mediate amino acid signaling to mTORC1. Science 320, 1496–1501 (2008).1849726010.1126/science.1157535PMC2475333

[b23] Noguchi-YachideT. . Structural development of liver X Receptor (LXR) antagonists derived from thalidomide-related glucosidase inhibitors. Chem. Pharm. Bull. 55, 1750–1754 (2007).1805775310.1248/cpb.55.1750

[b24] VenkateswaranA. . Control of cellular cholesterol efflux by the nuclear oxysterol receptor LXR alpha. Proc. Natl Acad. Sci. USA 97, 12097–12102 (2000).1103577610.1073/pnas.200367697PMC17300

[b25] GaneshanK. & ChawlaA. Metabolic regulation of immune responses. Annu. Rev. Immunol. 32, 609–634 (2014).2465529910.1146/annurev-immunol-032713-120236PMC5800786

[b26] WeichhartT., HengstschlagerM. & LinkeM. Regulation of innate immune cell function by mTOR. Nat. Rev. Immunol. 15, 599–614 (2015).2640319410.1038/nri3901PMC6095456

[b27] CovarrubiasA. J. . Akt-mTORC1 signaling regulates Acly to integrate metabolic input to control of macrophage activation. eLIFE 5, e11612 (2016).2689496010.7554/eLife.11612PMC4769166

[b28] WeichhartT. . The TSC-mTOR signaling pathway regulates the innate inflammatory response. Immunity 29, 565–577 (2008).1884847310.1016/j.immuni.2008.08.012

[b29] JenkinsS. J. . Local macrophage proliferation, rather than recruitment from the blood, is a signature of TH2 inflammation. Science 332, 1284–1288 (2011).2156615810.1126/science.1204351PMC3128495

[b30] DibbleC. C. & ManningB. D. Signal integration by mTORC1 coordinates nutrient input with biosynthetic output. Nat. Cell. Biol. 15, 555–564 (2013).2372846110.1038/ncb2763PMC3743096

[b31] PourcetB. . LXRalpha regulates macrophage arginase 1 through PU.1 and interferon regulatory factor 8. Circ. Res. 109, 492–501 (2011).2175764910.1161/CIRCRESAHA.111.241810PMC3180895

[b32] KissE. . Suppression of chronic damage in renal allografts by Liver X receptor (LXR) activation relevant contribution of macrophage LXRalpha. Am. J. Pathol. 179, 92–103 (2011).2170339610.1016/j.ajpath.2011.03.019PMC3123851

[b33] ChaoL. C. . Bone marrow NR4A expression is not a dominant factor in the development of atherosclerosis or macrophage polarization in mice. J. Lipid. Res. 54, 806–815 (2013).2328894710.1194/jlr.M034157PMC3617954

[b34] MaratheC. . Preserved glucose tolerance in high-fat-fed C57BL/6 mice transplanted with PPARgamma^−/−^, PPARdelta^−/−^, PPARgammadelta^−/−^, or LXRalphabeta^−/−^ bone marrow. J. Lipid. Res. 50, 214–224 (2009).1877248310.1194/jlr.M800189-JLR200PMC2636915

[b35] GonzalezN. A. . The nuclear receptor LXRalpha controls the functional specialization of splenic macrophages. Nat. Immunol. 14, 831–839 (2013).2377064010.1038/ni.2622PMC3720686

[b36] JosephS. B., CastrilloA., LaffitteB. A., MangelsdorfD. J. & TontonozP. Reciprocal regulation of inflammation and lipid metabolism by liver X receptors. Nat. Med. 9, 213–219 (2003).1252453410.1038/nm820

[b37] A-GonzalezN. . Apoptotic cells promote their own clearance and immune tolerance through activation of the nuclear receptor LXR. Immunity 31, 245–258 (2009).1964690510.1016/j.immuni.2009.06.018PMC2791787

[b38] ZengH. . mTORC1 couples immune signals and metabolic programming to establish T(reg)-cell function. Nature 499, 485–490 (2013).2381258910.1038/nature12297PMC3759242

[b39] PetersonT. R. . mTOR complex 1 regulates lipin 1 localization to control the SREBP pathway. Cell 146, 408–420 (2011).2181627610.1016/j.cell.2011.06.034PMC3336367

[b40] Soma-NagaeT. . The lysosomal signaling anchor p18/LAMTOR1 controls epidermal development by regulating lysosome-mediated catabolic processes. J. Cell. Sci. 126, 3575–3584 (2013).2378102810.1242/jcs.121913

[b41] TakedaK. . Enhanced Th1 activity and development of chronic enterocolitis in mice devoid of Stat3 in macrophages and neutrophils. Immunity 10, 39–49 (1999).1002376910.1016/s1074-7613(00)80005-9

[b42] KobayashiK. . IRAK-M is a negative regulator of toll-like receptor signaling. Cell 110, 191–202 (2002).1215092710.1016/s0092-8674(02)00827-9

[b43] KandaY. Investigation of the freely available easy-to-use software ‘EZR' for medical statistics. Bone Marrow Transplant. 48, 452–458 (2013).2320831310.1038/bmt.2012.244PMC3590441

# Supplementary material for: Polarization of M2 macrophages requires Lamtor1 that integrates cytokine and amino-acid signals
**Source:** Nat Commun. 2016 Oct 12;7:13130. doi: 10.1038/ncomms13130
**Supplement:** Supplementary Information — Supplementary Figures 1-10 and Supplementary Tables 1-2.

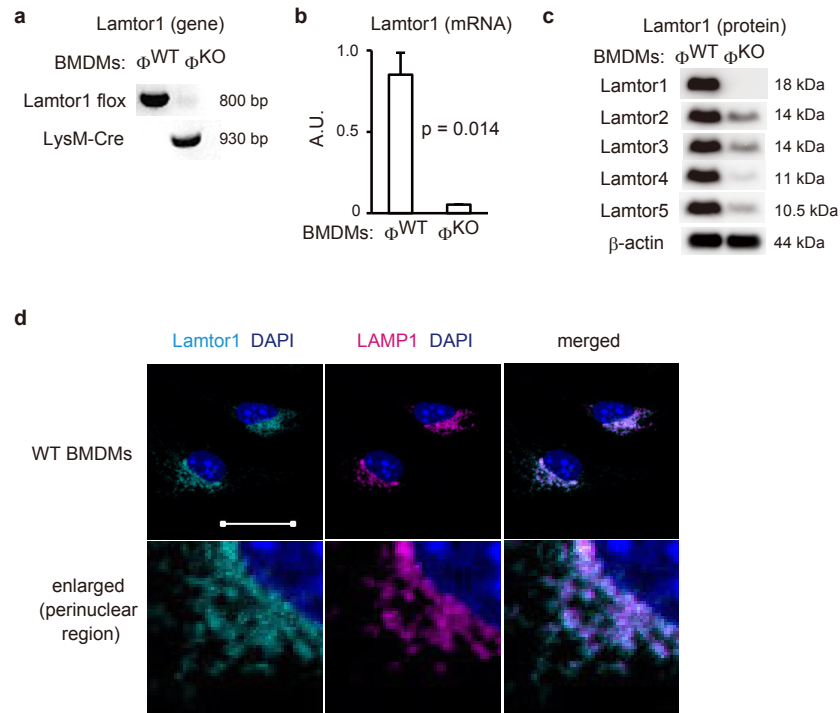

### Supplementary Figure 1 | Generation of myeloid-specific Lamtor1 conditional knockout mice, and subcellular localization of Lamtor1 in macrophages.

(a-c) Confirmation of Lamtor1 knockout in macrophages. BMDMs that were generated with L929 cell culture supernatant were used as sample. All macrophages used in this figure were M0 macrophages (i.e. before M1 or M2 polarization). (a) PCR for Lamtor1<sup>flox</sup> allele and LysM-Cre transgene in genomic DNA of macrophages confirmed successful deletion of Lamtor1 gene in macrophages. (b) Real-time PCR for Lamtor1 mRNA also confirmed the knockout of Lamtor1. (c) Western blots confirmed knockout of Lamtor1, and revealed the accompanied reduction of Lamtor2-5 proteins in Lamtor1-deficient BMDMs. (d) Confocal microscopy for Lamtor1 and LAMP1 (lysosome/late endosome marker) in wild-type BMDMs showed the localization of Lamtor1 at those organelles. Two macrophages are shown in upper panels; nuclei were stained with DAPI. The scale bar indicates 20 micrometers. A magnified perinuclear region is shown in lower panels.

$\Phi$ WT and  $\Phi$ KO: BMDMs generated from the bone marrow of Lamtor1<sup>flox/flox</sup>, or Lamtor1<sup>flox/flox</sup> LysM-Cre mice, respectively. The representative results of two or three independent experiments are shown for each panel. Error bars show standard deviation

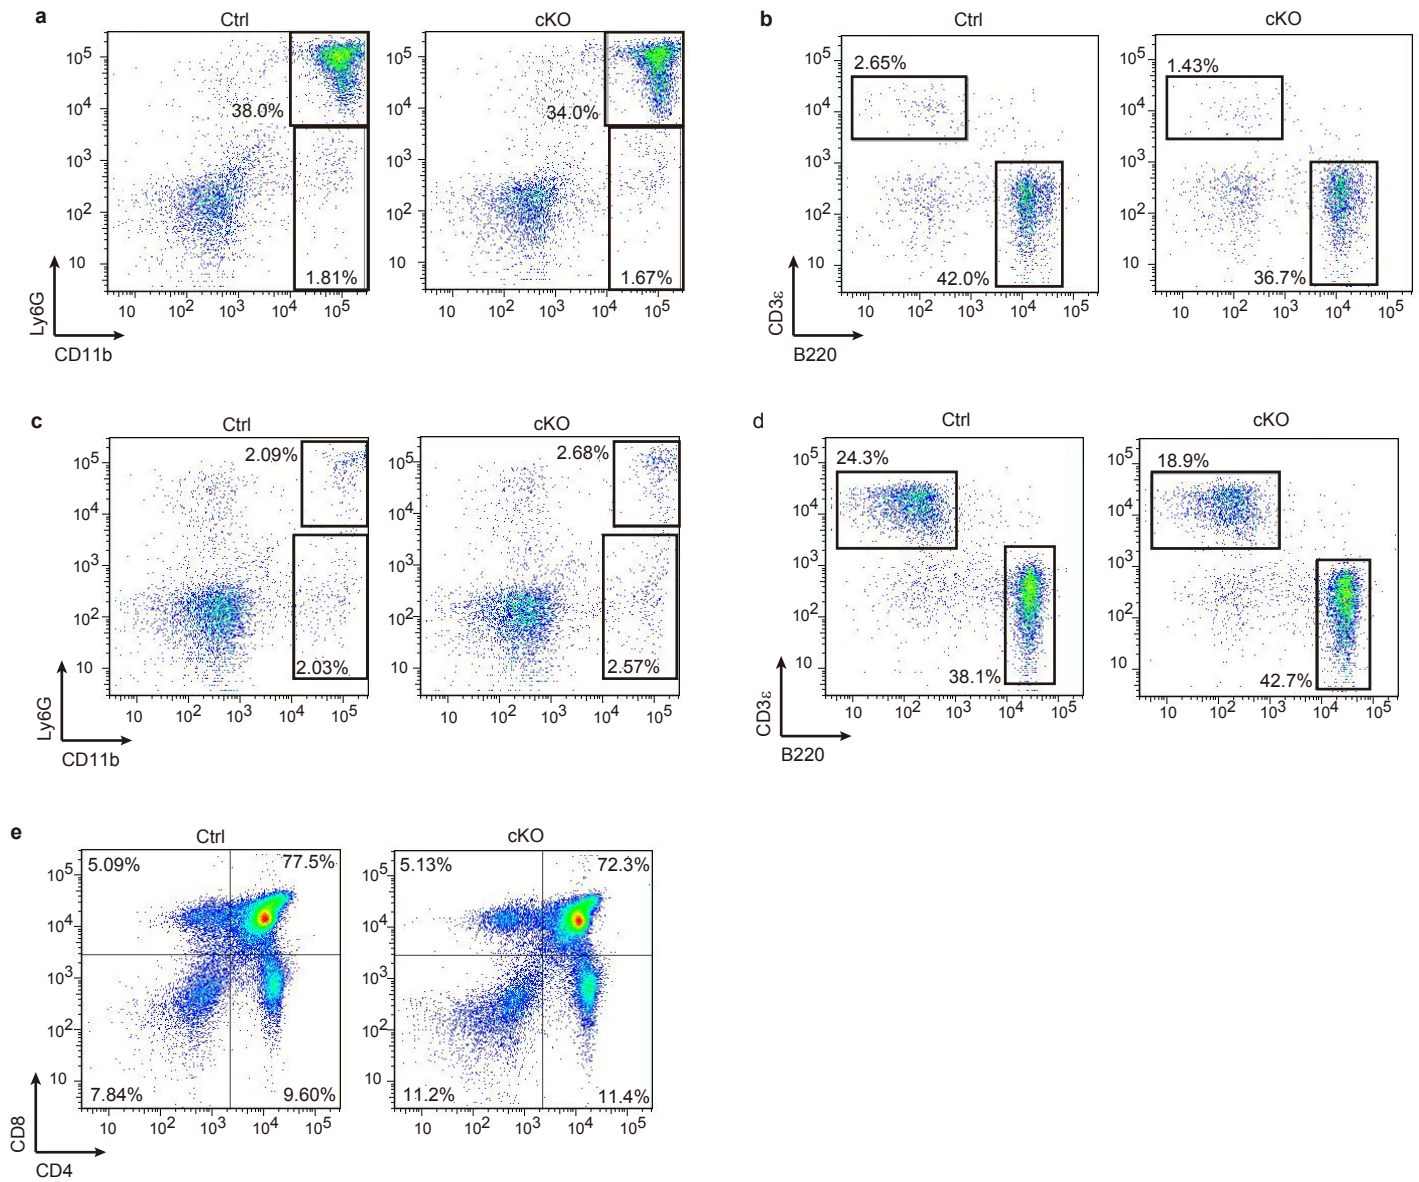

**Supplementary Figure 2 | Comparable development of immune systems in myeloid-specific *Lamtor1* conditional knockout mice and their littermate controls.**

Flow cytometry for (a) myeloid cells (neutrophils: CD11b<sup>+</sup> Ly6G<sup>high</sup>; monocytes/macrophages CD11b<sup>+</sup> Ly6G<sup>dull</sup>) and (b) lymphocytes (T cells: CD3ε<sup>+</sup>; B cells: B220<sup>+</sup>) in the bone marrow; (c) myeloid cells (neutrophils: CD11b<sup>+</sup> Ly6G<sup>high</sup>; monocytes/macrophages CD11b<sup>+</sup> Ly6G<sup>dull</sup>) and (d) lymphocytes (T cells: CD3ε<sup>+</sup>; B cells: B220<sup>+</sup>) in the spleen; and (e) T cell development in the thymus. Six to eight-week-old mice were used.

Ctrl: *Lamtor1*<sup>flox/flox</sup>; cKO: *Lamtor1*<sup>flox/flox</sup> *LysM-Cre* mice. The representative results of three independent experiments are shown for each panel.

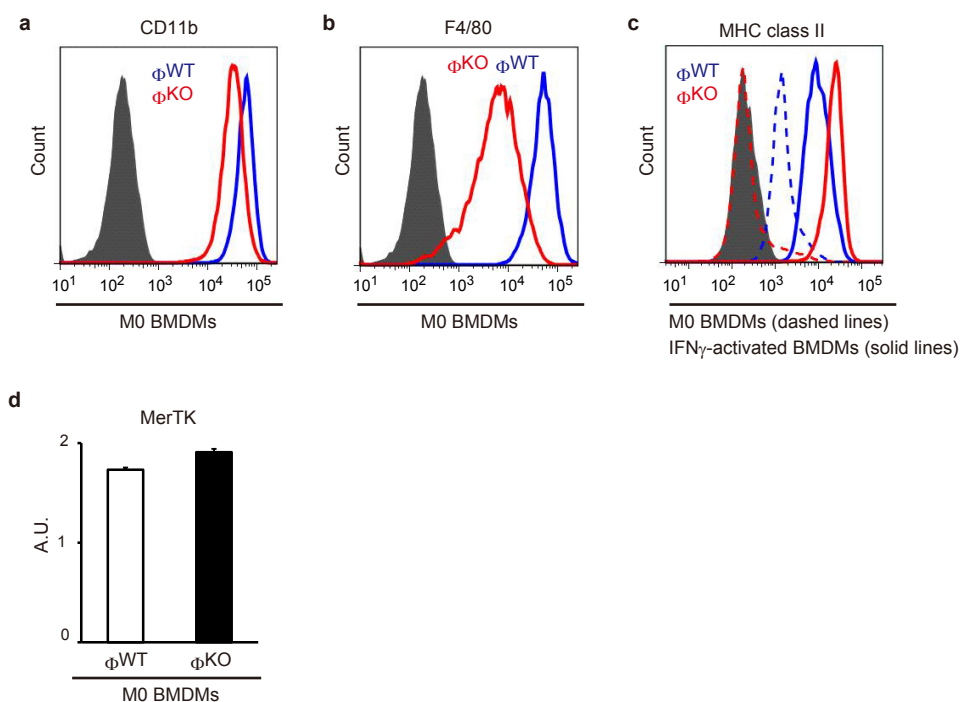

**Supplementary Figure 3 | Macrophage markers were expressed in Lamtor1-deficient macrophages.**

Flow cytometry for (a) a myeloid marker CD11b, (b) a macrophage marker F4/80, and (c) an antigen presenting molecule MHC class II expressed on the surface of BMDMs. Expression of MHC class II (I-A/I-E) was examined in both M0 BMDMs and in BMDMs that had been activated by overnight stimulation with 20 ng/ml of IFN $\gamma$ . (d) Real-time PCR for another macrophage marker MerTK.

$\Phi$ WT and  $\Phi$ KO are defined as in Figure 1.

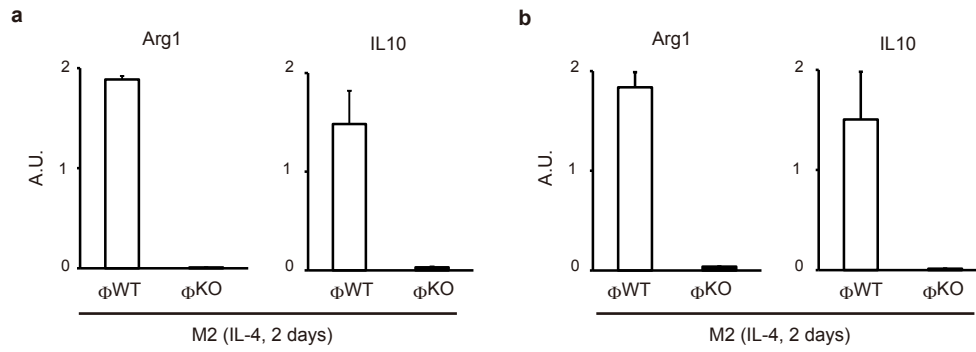

#### Supplementary Figure 4 | Defective M2 polarization of p18-deficient BMDMs.

BMDMs differentiated with L929 cell culture supernatant (a) and BMDMs differentiated with recombinant M-CSF (b) were polarized to M2 macrophages by IL-4 stimulation. The defective M2 polarization of p18-deficient BMDMs was consistently observed regardless of the differentiation method.

ΦWT and ΦKO are defined as in Figure 1.

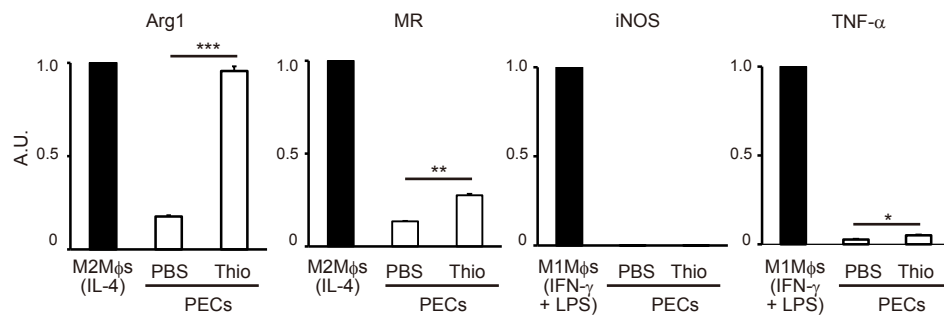

### Supplementary Figure 5 | M2 markers were expressed in thioglycollate-induced peritonitis.

Real-time PCR for M1 and M2 markers confirmed that M2 polarization is the major activation mode at 6 days after the intraperitoneal injection of thioglycollate medium (related to Fig. 2a). Positive controls are shown as black bars (in vitro-polarized M1 or M2 wild-type BMDMs), and mRNAs obtained from whole peritoneal white blood cells (PECs) are shown in white bars. Intraperitoneal administration of thioglycollate medium (Thio) to C57BL/6J mouse increased M2 markers in PECs, compared to administration of PBS.

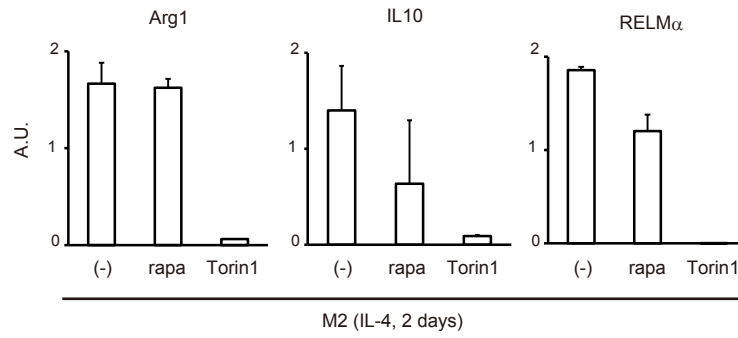

### Supplementary Figure 6 | Torin1 blocked expression of M2 markers, but rapamycin did not.

Real-time PCR for expression of M2 marker genes. Torin1 (250 nM) decreased expression of M2 markers in IL-4-stimulated wild-type BMDMs. Rapamycin (rapa; 50 ng/ml) weakly suppressed expression of some M2 markers in IL-4-stimulated wild-type BMDMs. Inhibitors existed during the two days of IL-4 stimulation.

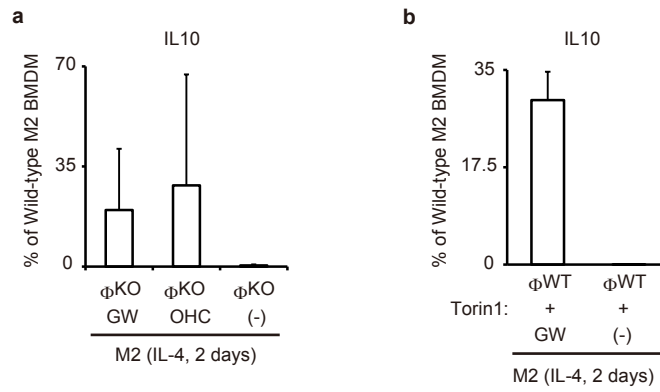

**Supplementary Figure 7 | LXR agonists rescued expression of an M2 marker IL10 in p18-deficient BMDMs and Torin1-treated wild-type BMDMs.**

Real-time PCR for expression level of IL10. (a) LXR agonists GW3965(GW) and 25-hydroxycholesterol(OHC) rescued expression of IL10 in IL-4 stimulated Lamtor1-deficient BMDMs. (b) An LXR agonist GW3965 rescued expression of IL10 in IL-4-stimulated and Torin1-treated wild-type BMDMs.

Expression levels were shown as percentages, compared to the level in IL-4-stimulated wild-type BMDMs. φWT and φKO are defined as in Figure 1.

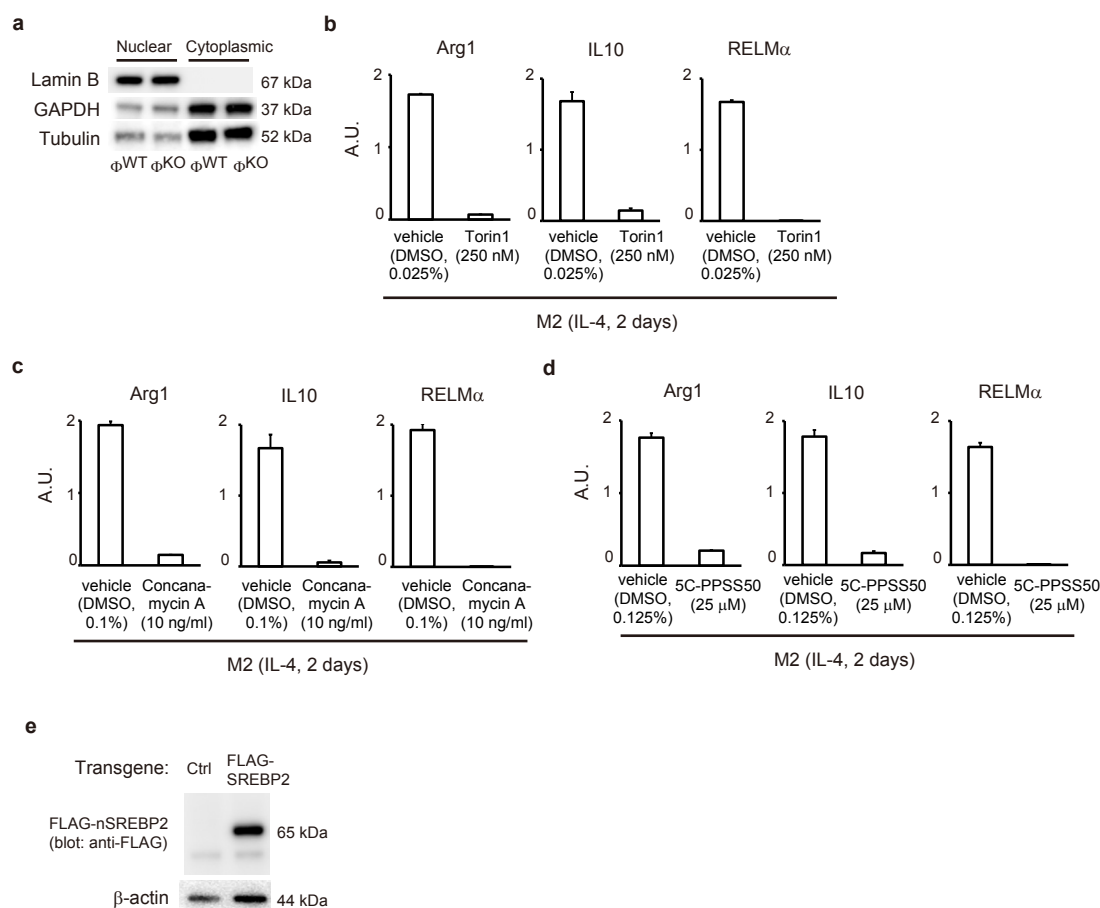

### Supplementary Figure 8 | Confirmation for experimental procedures.

(a) Western blots for confirmation of the fractionation method for nuclear and cytosolic fractions (related to Fig. 3a.). See Method section for detailed procedure of the fractionation. (b) Real-time PCR for M2 marker genes expressed in wild-type BMDMs treated with Torin1 or matched dose of the vehicle DMSO. M2 polarization was abolished by Torin1, not by non-specific effect of DMSO. (related to Fig. 3f). (c) Real-time PCR for M2 marker genes expressed in wild-type BMDMs treated with concanamycin A or matched dose of the vehicle DMSO. M2 polarization was abolished by concanamycin A, not by non-specific effect of DMSO. (related to Fig. 5g). (d) Real-time PCR for M2 marker genes expressed in wild-type BMDMs treated with 5C-PPSS50 or matched dose of the vehicle DMSO. M2 polarization was abolished by 5C-PPSS50, not by non-specific effect of DMSO. (related to Fig. 7a). (e) Western blot confirmed the forced expression of nuclear form SREBP protein by retroviral gene transfer (related to Figure 8). The band size was slightly larger than 60 kDa.

\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ . Error bars show standard deviation.

## Supplementary Figure 9 |

Confirmation of specificity of antibodies.

### Internal control proteins

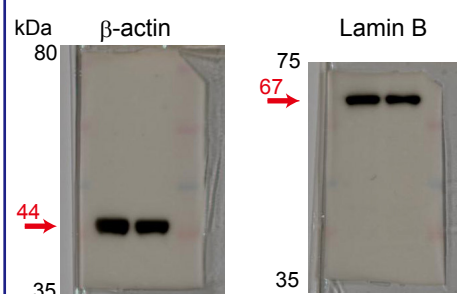

### Lamtor proteins

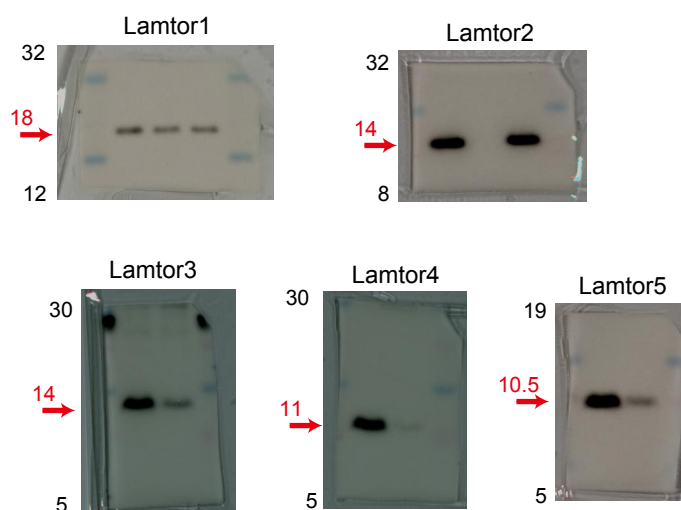

### Proteins induced or activated by IL-4

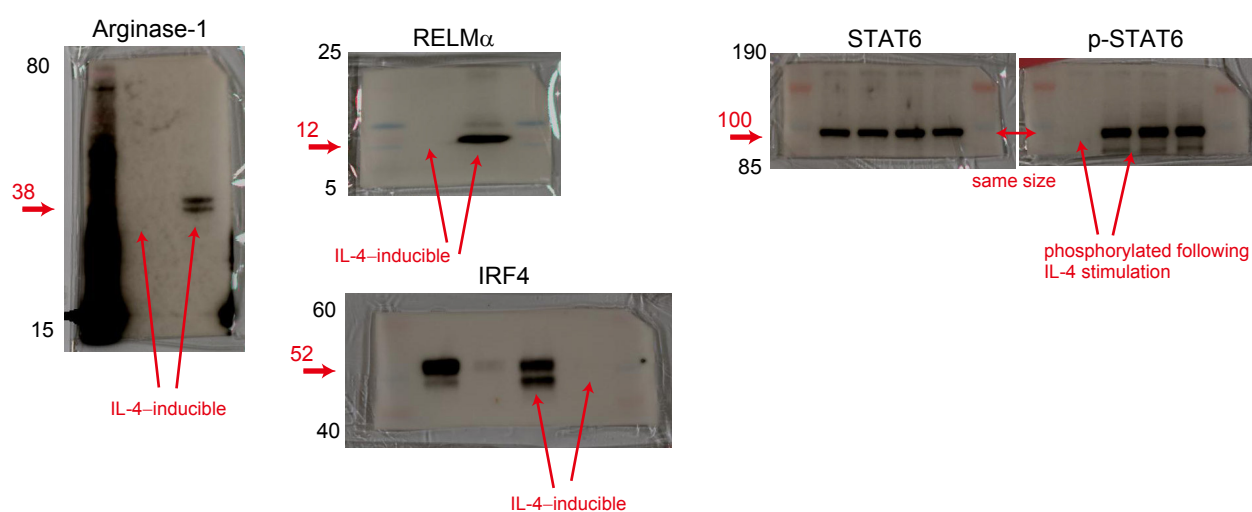

### Akt, mTORC1, mTORC2 signaling

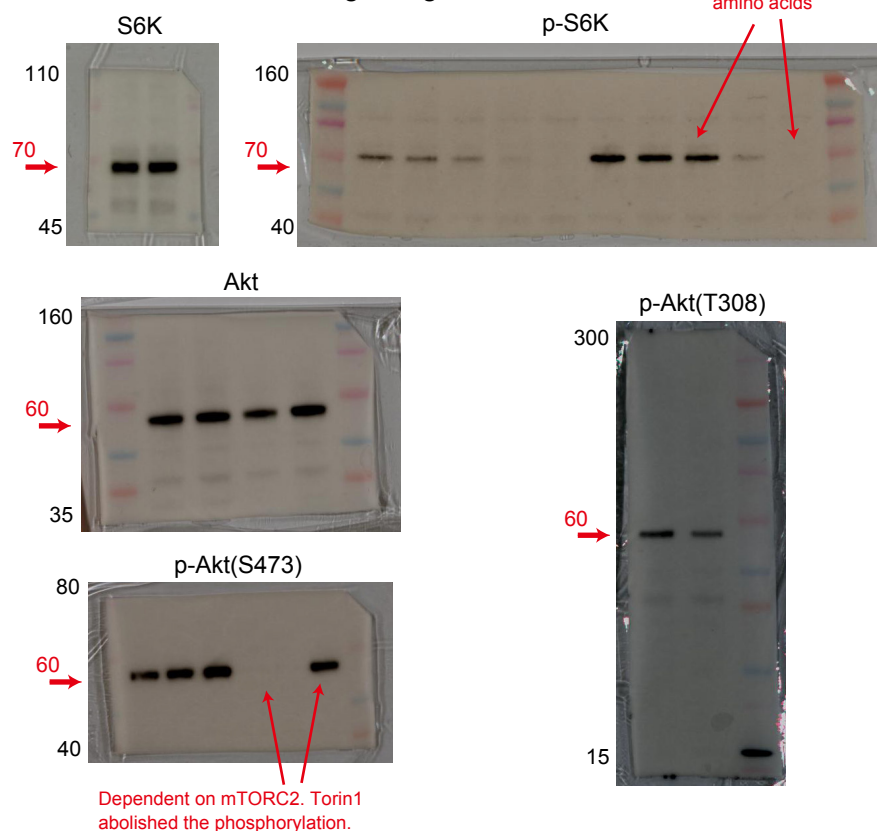

### Others

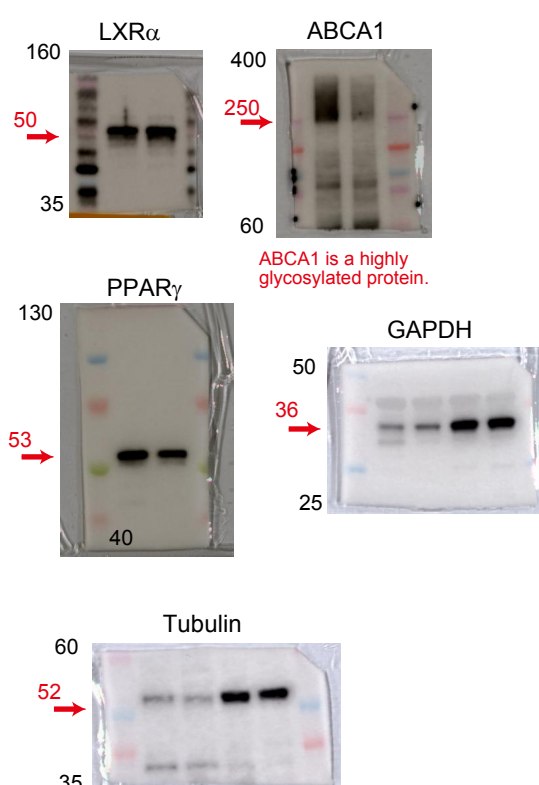

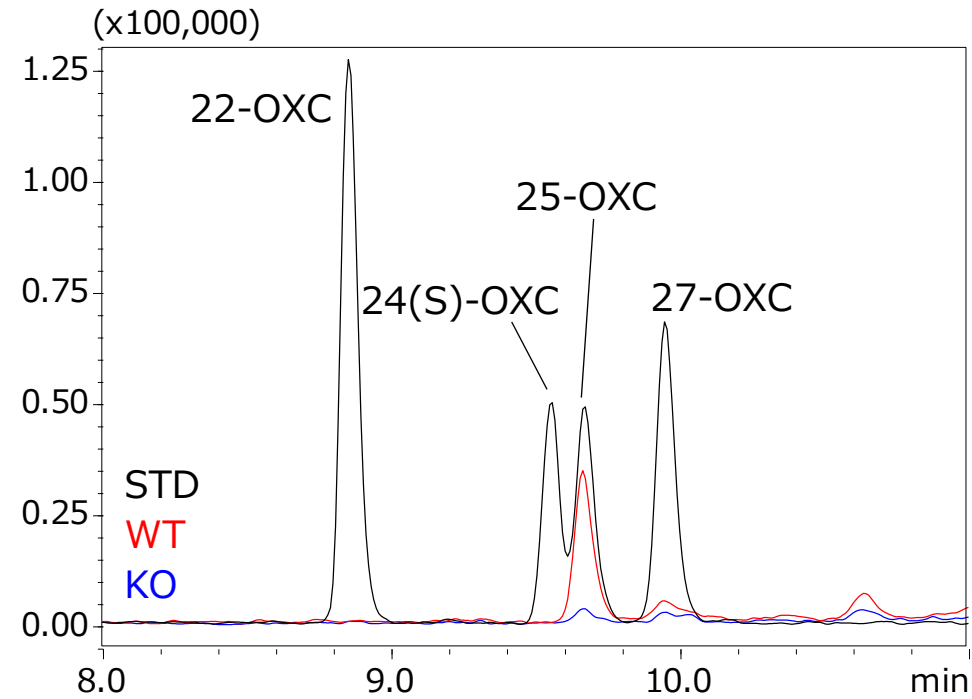

**Supplementary Figure 10** | MRM chromatograms monitored by the transition of  $m/z$  385.3 > 159.1 for hydroxycholesterol standards mixture (black), wild type (red) and knock out (blue) were overlaid. Retention times of 25-hydroxycholesterol (25-OXC) were 9.56 min and 9.67 min, respectively.

**Supplementary Table 1** | Expression of SREBP-target genes in IL-4–stimulated BMDMs.

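The values are processed signals of the arrays before normalization between arrays. For each of the 6 genes, 1 probe on the arrays had signals within 1 unit of the tabulated values in all 3 conditions. For Acaca, which has 4 probes, this was probe A_55_P2019058. As the values are not scaled, their ratios differ from the normalized ones by the ratio of the arrays' 75th percentiles. For Scd1, the Lamtor1-deficient value divided by the wild-type value is 18.3 before and 20.3 after normalization. For Fasn, the same ratio is 2.77 before and 3.08 after normalization. For Sqle, the Torin1-treated value divided by the wild-type value is 0.0862 before normalization, and the normalized signal was 9.17-fold lower. The tabulated signals of Fasn after Torin1 and of Scd1 after Torin1 lie near the lowest signals called well above background on that array, which began at 15.7.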

| Gene  | Wild-type BMDM | Lamtor1–deficient BMDM | Torin1–treated WT BMDM |
|-------|----------------|------------------------|------------------------|
| FASN  | 53             | 147                    | 27                     |
| ACACA | 4,223          | 7,781                  | 975                    |
| SCD1  | 124            | 2,284                  | 24                     |
| HMGCR | 511            | 685                    | 137                    |
| FDPS  | 11,701         | 23,980                 | 2,124                  |
| SQLE  | 4,882          | 8,018                  | 421                    |

Values in gene expression microarray

**Supplementary Table 2**

Concentrations of antibodies

| Antigen                      | Supplier                  | Catalog# or Clone | Application    | Dilution |
|------------------------------|---------------------------|-------------------|----------------|----------|
| S6K                          | Cell Signaling Technology | 2708              | WB             | 3,000    |
| p-S6K (T389)                 | Cell Signaling Technology | 9234              | WB             | 2,000    |
| Akt                          | Cell Signaling Technology | 4691              | WB             | 3,000    |
| p-Akt (S473)                 | Cell Signaling Technology | 4060              | WB             | 2,000    |
| p-Akt (T308)                 | Cell Signaling Technology | 9275              | WB             | 2,000    |
| Lamtor1/p18                  | Cell Signaling Technology | 8975              | WB             | 2,000    |
| Lamtor2                      | Cell Signaling Technology | 8145              | WB             | 2,000    |
| Lamtor3                      | Cell Signaling Technology | 8168              | WB             | 2,000    |
| Lamtor4                      | Cell Signaling Technology | 12284             | WB             | 2,000    |
| Lamtor5                      | Cell Signaling Technology | 14633             | WB             | 2,000    |
| PPAR gamma                   | Cell Signaling Technology | 2443              | WB             | 2,000    |
| IRF4                         | Santa Cruz Biotechnology  | sc-6059           | WB             | 2,000    |
| Arginase-1                   | Santa Cruz Biotechnology  | sc-20150          | WB             | 2,000    |
| LXR                          | Santa Cruz Biotechnology  | sc-13068          | WB             | 2,000    |
| Lamin B                      | Santa Cruz Biotechnology  | sc-6216           | WB             | 3,000    |
| beta-actin                   | Santa Cruz Biotechnology  | clone AC-15       | WB             | 10,000   |
| Resistin-like molecule alpha | Abcam                     | ab39628           | WB             | 500      |
| STAT6                        | Abcam                     | ab44718           | WB             | 3,000    |
| p-STAT6 (Y641)               | Abcam                     | ab54461           | WB             | 2,000    |
| ABCA1                        | Abcam                     | ab18180           | WB             | 2,000    |
| GAPDH                        | ThermoFisher              | AM4300            | WB             | 3,000    |
| alpha-tubulin                | Cell Signaling Technology | 2144              | WB             | 2,000    |
| FLAG (HRP-conjugated Ab)     | Sigma                     | A8592             | WB             | 10,000   |
| Goat Immunoglobulin          | DAKO                      | P0449             | WB (2'Ab; HRP) | 100,000  |
| Mouse IgG                    | GE                        | NA931V            | WB (2'Ab; HRP) | 100,000  |
| Rabbit IgG                   | GE                        | NA934V            | WB (2'Ab; HRP) | 50,000   |
| CD3                          | Biolegend                 | clone 145-2C11    | Flow cytometry | 50       |
| CD4                          | Biolegend                 | clone RM4-5       | Flow cytometry | 50       |
| CD8                          | Biolegend                 | clone 53-6.7      | Flow cytometry | 50       |
| CD11b                        | Biolegend                 | clone M1/70       | Flow cytometry | 50       |
| B220                         | eBioscience               | clone RA3-6B2     | Flow cytometry | 50       |
| Ly6G                         | eBioscience               | clone RB6-8C5     | Flow cytometry | 50       |
| Mannose receptor             | BD                        | clone MR5D3       | Flow cytometry | 50       |
| Resistin-like molecule alpha | Abcam                     | ab39628           | Flow cytometry | 50       |
| F4/80                        | Biolegend                 | clone BM8         | Flow cytometry | 50       |
| MHC class II (I-A/I-E)       | eBioscience               | clone M5/114.15.2 | Flow cytometry | 50       |

How the deposited data were processed for this re-analysis (not part of the article)

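Gene expression was measured on 4 Agilent whole mouse genome arrays in 1 colour, with 1 array each for wild-type M1, wild-type M2, Lamtor1-deficient M2 and Torin1-treated wild-type M2 BMDMs. The deposited scanner files hold intensities for each spot. Their processed signal is background-subtracted and corrected for trends within the array by Feature Extraction, and it is not normalized between arrays. The files name version 10.7.3.1 of this software, and the paper's methods name version 10.5.1.1. A table of the whole series holds the same processed signals, which differed from those of the scanner files by at most 0.497%. Mean signals and local background medians of the spots served for the alternative background correction.

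The main setting followed the paper's methods, with a raw signal threshold of 1.0, a shift of each array to the 75th percentile over all non-control probes, the log2 scale and no filter on dim probes. Control spots and spots marked as non-uniform or as population outliers were left out, and the spots of one probe were averaged. Of the 55681 probes, 30897 carried a gene symbol in the array annotation, for 23223 genes, of which 17009 had 1 probe and 6214 more than 1. The others carried an accession, a probe identifier or a lincRNA locus and were counted as probes only. Probe coordinates are those of the array annotation on mm9. A RefSeq gene table on the GRCm38.p6 assembly was used only for gene names, which matched 21768 of the array's symbols (93.7%), and for the order of genes along chromosomes. Depth was read as signal over background. The lowest signal of a probe called well above background was 18.8 for M1, 21.6 for M2, 20.1 for Lamtor1-deficient and 15.7 for Torin1-treated BMDMs. A probe well above background on only 1 of the arrays compared gives a bound against that lowest signal, written as "at least". For a probe well above background on neither, no ratio is given for a single gene. Both rules have an exception, where the paper's own fold of a listed probe is set beside that of the arrays. Tallies, list medians and the plot of the LXR-target list include probes not well above background. Folds never compare one probe with another.

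There were 3 comparisons, each with the wild-type M2 array, namely Lamtor1-deficient, Torin1-treated and M1 BMDMs. With 1 array per condition there was no test and no p-value. A gene counted as changed where at least 1 of its probes changed 2-fold or more, and as changed by both treatments where the same probe did. The median SD of the log2 signal over spots of probes spotted at least 8 times was 0.078 for M1, 0.062 for M2, 0.062 for Lamtor1-deficient and 0.069 for Torin1-treated BMDMs, and the technical SD of a log2 ratio of M1 over M2 was 0.098. For lists of genes, the brightest probe of each gene was used, which is the probe with the highest mean normalized log2 signal over all 4 arrays, and the median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression. The correlation between the comparisons that share the M2 array was set beside 100 simulations. The text names the targeted gene, genes of Supplementary Table 1 and of the LXR-target sheet of Supplementary Data 1, genes the paper names, oxysterol and Ragulator genes, and the 5 largest falls and rises, by a rule fixed before the data were examined. Some of these genes are not reported here. Other genes were named after their values were seen.

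The lists of genes were LXR lipid-transport targets, SREBP targets, the genes of Supplementary Table 1, IL-4-induced (M2) genes, inflammatory (M1) genes, interferon-response, lysosomal, cell-cycle, ATF4-target and housekeeping genes, enzymes of oxysterol metabolism, the Ragulator, genes the paper names, and markers of neutrophils, lymphocytes and fibroblasts. They were written from general knowledge and from the paper, before the data were examined.

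Alternatives fixed before the data were examined were a shift to the median of each array, quantile normalization, the 75th percentile over probes well above background on all 4 arrays, normexp background correction with an offset of 50, a filter for probes well above background on at least 1 or on every array compared, a floor at the lowest signal well above background, outlier spots kept, another rule for several probes per gene, a 3-fold threshold, and the values of the series table. Another 2 were added after the data had been seen, namely only gene names of the RefSeq table, and any probe of a gene in each comparison. The procedure was tested on simulated data, in which 200 of 200 planted genes were recovered and 0 unchanged genes were called. The planted changes were well past 2-fold and lay in probes well above background, and all probes had the same small noise. This checks the calculation only, and does not show how many calls among dim probes are false. Ingenuity Pathway Analysis and the Subio Platform were not available, so the pathway analysis was not repeated. The sheets of Supplementary Data 1 were available only in part. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.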

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

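In this part, the tests on the ATF4, lysosomal, cell-cycle, neutrophil-marker and fibroblast-marker lists and on the M1 to M2 count were chosen only after the results were seen. When the tests on the interferon and SREBP lists were written, the values of Oas2 and Ifit1 and of the 6 genes of Supplementary Table 1 had been seen, and the list medians had not. Every value rests on 1 array per condition, and variation between cultures stays open as an explanation for each of them.

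Interferon-response genes moved in opposite directions after Lamtor1 loss and after Torin1. Over 23 genes, the median log2 ratio was −1.28 after Lamtor1 loss, below all 10000 random lists, and 0.77 after Torin1, above all of them. The difference between the treatments was not tested. Array scaling argues little for it, since over 3 other scalings and normexp correction the signs stayed opposite and the median nearest 0 was 0.52. With only probes well above background on the 3 IL-4 arrays, the median nearest 0 was 0.77. RNA of other cells would have to raise a marker list after Torin1, and the highest median among neutrophil, lymphocyte and fibroblast markers was −0.16, that of lymphocytes, which was 0.22 with normexp background correction and −1.61 with only probes well above background. In M1 BMDMs the list median was 5.05. An effect of Lamtor1 and of mTOR on interferon-response genes is a hypothesis that these single cultures leave open.

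SREBP-target genes were higher after Lamtor1 loss (median log2 ratio 0.58) and lower after Torin1 (−1.41), and the difference was not tested. The signs stayed opposite over 3 other scalings and normexp correction, with the median nearest 0 at 0.51, and with only probes well above background it was 0.61. Neither scaling nor probes near background therefore accounts for the whole pattern. The paper states the same directions for the genes of Supplementary Table 1, whose medians lay at percentile 99.86 of random lists after Lamtor1 loss and at percentile 0.06 after Torin1, and these 6 genes are part of the list. In M1 BMDMs the list median was −1.54, so lower values are not specific to Torin1.

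ATF4-target genes, which the paper does not discuss as a set, showed the same opposition, with a median of 0.75 after Lamtor1 loss and −0.97 after Torin1 over 18 genes, and the difference was not tested. Of the 18 genes, 16 were higher after Lamtor1 loss and 12 were lower after Torin1. The median nearest 0 was −0.54 over 3 other scalings and normexp correction and −0.81 with only probes well above background, both after Torin1, and the signs stayed opposite. In M1 BMDMs the median was 0.89. A response of amino-acid genes that differs between loss of Lamtor1 and inhibition of mTOR is an open hypothesis.

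Lysosomal genes, whose array values the paper does not discuss, were higher after both treatments, with a median of 0.60 after Lamtor1 loss and 0.73 after Torin1 over 27 genes, at percentiles 100 and 99.98 of random lists. In M1 BMDMs it was 0.45. Relative to the median of all genes well above background, the list median nearest 0 was 0.40 over 3 other scalings and normexp correction, so scaling does not account for all of it. The shared M2 array enters both ratios, and a low value of these genes in that single culture remains open beside a rise after both treatments.

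Cell-cycle genes, whose array values the paper does not discuss either, were lower after both treatments, with a median of −0.75 after Lamtor1 loss and −1.29 after Torin1 over 21 genes, below all random lists. In M1 BMDMs it was −2.03. Relative to the median of all genes well above background, the value nearest 0 was −0.68 over 3 other scalings and normexp correction. Slower growth after both treatments and faster growth of the single wild-type M2 culture both remain open.

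Neutrophil-marker genes were lower in Lamtor1-deficient (median −2.66) and in Torin1-treated BMDMs (−2.68), and in M1 BMDMs (−2.04), than in wild-type M2 BMDMs. S100a9 had a processed signal of 38844 in wild-type M2 BMDMs, 1315 in Lamtor1-deficient and 1127 in Torin1-treated BMDMs. The median nearest 0 was −2.19 over 3 other scalings and normexp correction, so scaling does not account for the pattern. A larger share of neutrophils in the wild-type M2 culture is a candidate explanation, as 8 of 9 genes well above background there, with a ratio in both comparisons, were lower on both other IL-4 arrays. Retnlg was the exception, and Elane had a log2 ratio of 0.58 after Lamtor1 loss. It cannot be told apart from a change within macrophages, because the arrays do not show which cells held these transcripts.

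Fibroblast-marker genes were lower after Torin1, with a median of −1.44 over 8 genes, 7 of which were lower, and the median after Lamtor1 loss was 0.37. In M1 BMDMs it was −2.51. Sparc had a processed signal of 44021 in wild-type M2 and 12742.5 in Torin1-treated BMDMs, and Col1a2 had 18403 and 5375. Relative to the median of all genes well above background, the list median nearest 0 was −1.07 over 3 other scalings and normexp correction, which argues against scaling. Fewer fibroblasts in the Torin1-treated culture and lower expression of these genes in its cells both remain open.

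The paper names the comparison of M1 with M2 BMDMs in its methods and reports no result of it. At 2-fold, 12701 of 23216 genes (54.7%) differed, 8037 with a higher and 4950 with a lower probe, and the median log2 ratio of all genes was 0.74. The lowest count over 3 other scalings was 10983, with quantile normalization. It was 10549 with normexp correction, and with only probes well above background on both arrays it was 7295, so neither scaling nor dim probes account for the larger part of the count. The split did depend on the setting. Higher genes made up 61.9% in the main setting and 66.1% with normexp correction. They made up 34.9% with a shift to the median and 44.6% with quantile normalization. With probes well above background on at least 1 array the share was 51.2%, and on both it was 50.8%. Among genes well above background on both arrays, the largest falls were in Chi3l3, Gm6522, Ear12, Ear10 and Ear2 (Chi3l3 −12.26), and the largest rises in Gm15056, Cxcl9, Nos2, Gbp11 and Ly6a (Nos2 10.56).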

How the results depend on the processing

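The alternatives that keep only gene names of the RefSeq table, and any probe of a gene in each comparison, were chosen only after the results were seen. No paired analysis was possible because each condition has 1 array. A count is treated as unmoved within 1.5 times its value, and a median or ratio within the technical SD. No count fell to 0 and no ratio of a named gene past 2-fold reversed its direction. Some list medians and ratios near 0 changed sign, which is given with their values.

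With normexp background correction, the genes changed by Lamtor1 loss fell from 4628 to 2171, those changed by Torin1 from 6883 to 3351 and those changed by both from 2718 to 1240, and the share of the latter that moved the same way was 94.0% in place of 87.6%. Of the 1240 genes, 1239 were among the 2718. With only probes well above background on every array compared, the counts were 2369, 3950 and 1386, the M1 to M2 count was 7295 in place of 12701, and 8 in place of 15 genes of the paper's LXR-target list were lower after both, because 21 of its 33 genes were then measured. With a 3-fold threshold, the counts were 2393, 3349 and 1270, and 95.1% moved the same way. The same share was 85.6% with probes well above background on at least 1 array and 89.4% with a floor at the lowest signal well above background. The filters and the stricter threshold leave fewer genes by construction. Normexp correction added an offset of 50, where the median processed signal lay between 25.7 (M1) and 30.1 (M2). Such an offset shrinks the ratios of dim probes by construction. How much of the fall in counts it accounts for was not tested.

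The median of the LXR lipid-transport list after Lamtor1 loss was −0.34, and −0.51 with quantile normalization. After Torin1 it was −0.12, and −0.36 with a shift to the median of each array. The median of the SREBP list after Torin1 was −1.41, −1.65 with a shift to the median, −1.17 with normexp correction, and −1.56 both with probes well above background on at least 1 and on every array. The shift to the median lowers every Torin1 ratio by 0.25 and every M1 ratio by 0.82. Beyond this, and the fewer genes under the filters, the cause was not tested.

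Under the remaining alternatives, the total counts of genes changed by Lamtor1 loss, by Torin1, by both and between M1 and M2 stayed within these limits. Counts by direction did not always. After both treatments, after Lamtor1 loss and after Torin1 they fell beyond the limits with the same 3 settings as the totals. With the floor, the genes higher after both fell from 1016 to 619 and those higher after Torin1 from 3843 to 2282. The genes higher in M1 BMDMs fell from 8037 to 4261 with a shift to the median, 5009 with quantile normalization, 5084 with probes well above background on at least 1 array, 3773 on every array, 5182 with the floor and 5204 with the 3-fold threshold, and the lower ones rose from 4950 to 7944 with a shift to the median. The genes changed by both numbered between 1867 (floor) and 2741 (75th percentile over probes well above background) there, and with a shift to the median 2438 of the genes were the same ones. Keeping only RefSeq names gave 4309, 6397 and 2539 genes, 88.5% moving the same way, and 11934 genes between M1 and M2. Any probe in each comparison gave 2831 genes changed by both. The genes of Supplementary Table 1 that the text names kept their directions under every alternative run.

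Of 175 ratios of single genes, 103 moved beyond the technical SD with the shift to the median, 102 with quantile normalization, 80 with normexp correction and 38 with another rule for several probes, and none did with the 75th percentile over probes well above background, the outlier spots kept or the series table. The filters and the floor cannot change these ratios, which come from probes well above background. Among 33 list medians, 19 moved with the shift to the median, 16 with quantile normalization, 20 with normexp correction, 13 with probes well above background on every array, 8 each with those on at least 1 array, the floor and the other rule for several probes, and 1 with the outlier spots kept. The largest move was 1.45 on the log2 scale, under both filters, in the lymphocyte list after Torin1 (−1.61 in place of −0.16). A 3-fold threshold applies only to counts.

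Signal over background limits what can be read from weak probes. In probes not well above background the technical SD of a log2 ratio was 0.31 for Lamtor1 loss and 0.50 for Torin1, against 0.091 and 0.093 in the others, and 29.8% and 27.7% of the changed probes were not well above background on either array.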

Differences from the paper's values

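In this part, no test was chosen after the results were seen. For Il1b after Torin1, the ratio from the arrays was a fold change of −6.54, and the paper's value in Supplementary Data 1 is −7.23, in which a minus sign marks a fall. The probe was not well above background on the Torin1 array. Read as a bound, the gene was at least 2.03-fold lower. A value was read as different where it lay further from the paper's than the technical SD of probes well above background, 0.093 on the log2 scale. Of 9 alternatives set before the data were examined, quantile normalization gave a value that did not differ, and the other 8 gave values that did. The gap is smaller than the technical SD of probes not well above background, 0.50. The paper's value comes from the same arrays, however, so this spread between repeated spots does not explain the gap. Its cause remains open.

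For Acaca after Torin1, the probe listed in Supplementary Data 1 gave a fold change of −2.70, and the paper's value is −3.45. This probe was not well above background on the M2 or the Torin1 array. All 8 alternatives set before the data were examined that gave a value differed from the paper's. The fold of the listed probe is therefore not a measured size. The largest Torin1 gap on the LXR-target sheet was 0.35 on the log2 scale. This is smaller than the technical SD of probes not well above background, 0.50. The paper's value comes from the same arrays, however, so this spread between repeated spots does not explain the gap. Of the 2 Torin1 folds of the sheet more than 0.1 away, 1 matched another probe of the same gene within 0.05. As Il1b has 1 probe, this was Acaca, and the paper's fold may belong to another probe. A brighter probe of the gene (A_55_P2084706), well above background on all 4 arrays and singled out after its value was seen, was 3.43-fold lower after Torin1, which is within the technical SD of the paper's value.

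The paper counts 3,070 genes changed by both treatments, its supplement lists 3069, and the arrays gave 2718 with the array's gene names. The paper's lists for Lamtor1 loss and Torin1 hold 4953 and 7259 genes, and the arrays gave 4628 and 6883. None of these counts differs by more than 1.5 times in the main setting.

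The paper states that LXR-target genes were decreased. Of the 33 genes of its list, 15 were lower after both treatments and 13 were higher after both, 16 were lower after Lamtor1 loss and 19 were lower after Torin1. The paper's own folds give 15 and 13 as well. The paper cites suppression of the inflammatory response among the roles of LXR, and Nos2, Il6 and Ccl3 are among the genes higher after both. These counts do not separate genes that LXR raises from genes that it lowers. They therefore do not decide whether LXR was less active.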

Other observations

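In this part, the tests on inflammatory genes, on the remaining Lamtor1 signal and on the probes of the sheet of shared genes were chosen only after the results were seen. When the tests on inflammatory genes were written, Nos2, Il6, Il1b, Cxcl10 and Ccl5 had been seen.

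The overlap between the treatments was counted from ratios that share the wild-type M2 array as their denominator. The observed r of 0.53 across genes exceeded the simulated 0.42 and 0.41. The simulation with noise as wide as the observed ratios put more genes past 2-fold in each comparison alone than were observed, so its joint count is not a measure of the overlap. Relative to the genes past 2-fold after Lamtor1 loss, 61.3% were past it in both, against 44.9% in the simulation. Relative to those past it after Torin1, the shares were closer, 37.5% against 32.7%. These simulations assume how much of the noise lies in the shared array, which 1 array cannot show. The deviation of the single M2 culture enters both ratios, so a common effect of the treatments and a deviation of that culture cannot be told apart from these arrays. Spots near background do not account for all of it, since 51.0% of the shared genes passed through a probe well above background on all 3 arrays. Another 14.3% passed only through probes not well above background on any of them, and the count of 2718 was 1867 with a floor at the lowest signal well above background and 1240 with normexp correction. How much of the rest rests on dim spots was not resolved.

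Inflammatory genes rose in part in BMDMs that had received only IL-4. Nos2 had a log2 ratio of 5.60 after Lamtor1 loss and 5.42 after Torin1, and its lowest value over 3 other scalings and normexp correction was 4.96, which argues against scaling. Microbial contamination of the cultures would raise the M1 list as a set. Of its 16 genes, 14 were well above background and at least 2-fold higher in M1 BMDMs. After Lamtor1 loss, 8 of these 14 were lower, with a median of −0.45 (−0.13 over all 16), and after Torin1, 3 of the 14 were lower, with a median of 0.91 (0.66 over all 16). In both cultures members went both ways, which decides nothing, so microbial contamination cannot be told apart from an effect of Lamtor1 loss or of the inhibitor. The list median in M1 BMDMs was 5.87.

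A Lamtor1 signal remained in Lamtor1-deficient BMDMs. Scaling leaves the log2 ratio at −5.30 or lower over 3 other scalings and normexp correction. The remaining 2.34% of the wild-type M2 signal may come from cells that kept Lamtor1 or from other sequences that bind the probe, and these cannot be told apart with 1 probe.

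DNA of another strain around the targeted gene could change its neighbours. The paper's knockout mice and littermate controls both carried the floxed allele. Such DNA would therefore differ only if the wild-type BMDMs of the arrays came from other mice, which the paper's array methods do not state. Of the 40 nearest genes on the array, 20 on each side, 8 were changed at least 2-fold after Lamtor1 loss, against a median of 8 and a 95th percentile of 13 in windows on other chromosomes, so no excess was seen. Cultures of different sex are not seen either, as the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were not well above background on any array, and both probes of Xist were on all 4, with a lowest processed signal of 262. The level of Xist did vary, at most 2.81-fold between any pair of arrays with the brighter probe and 4.31-fold with the other. A LysM-Cre allele that lowers Lyz2 would leave it lower after Lamtor1 loss, and its log2 ratio was 0.70.

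On the sheet of genes changed by both, 289 Torin1 folds lay more than 0.1 from the ratio of the listed probe on the log2 scale. Of these, 83 had the opposite sign, and the largest difference was 9.60 on the log2 scale. Of the 289 folds, 200 belonged to genes with more than 1 probe on the array. A value of another probe of the same gene name matched 171 folds within 0.05, and a probe of a random other gene matched 4. The values may therefore belong in part to other probes of these genes. For the other folds no match was found, and genes with only 1 probe could have none.

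Genes that the paper measured by other methods, as RNA or protein, had the following values on the arrays. Retnla fell by 2.17 on the log2 scale after Lamtor1 loss, with a processed signal of 399700 in wild-type M2 and 79886 in Lamtor1-deficient BMDMs, and it was at least 20055-fold lower after Torin1. Mrc1 had log2 ratios of −1.42 and −2.64, and Il10 was at least 3.64-fold lower after Lamtor1 loss and at least 4.06-fold lower after Torin1. Tnf had log2 ratios of −1.88 and −0.60, and Il6 was at least 4.69-fold higher after Lamtor1 loss and at least 1.23-fold higher after Torin1. Il12b was not well above background on any of the 4 arrays, M1 included. In M1 BMDMs, the log2 ratio to M2 was −1.10 for Abca1 and −6.66 for Lpl.

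Nr1h3, which encodes LXRα, had log2 ratios of 0.77 after Lamtor1 loss and 0.14 after Torin1, the latter −0.11 with a shift to the median, and Nr1h2, which encodes LXRβ, had 0.32 and 0.59. Irf4 had −0.75 and −1.65, Pparg 0.43 and 0.51, Mertk 0.34 and 0.90, and Mtor 0.38 and 0.54. Stat6 had 0.06 and 0.08, which became −0.05 with quantile normalization and −0.17 with a shift to the median. Hmgb1 had −0.12 and −0.21, and Gapdh 0.27 and 0.20, the latter −0.05 with a shift to the median and −0.38 with quantile normalization. For the macrophage markers, Emr1 (F4/80) had −2.57 and −2.81, and Itgam (CD11b) −0.81 and 0.15 with its brightest probe, the latter −0.10 with a shift to the median and −1.47 with the mean of its probes. For Gapdh, Hmgb1, Itgam and Stat6, at least 1 other probe moved the opposite way to the brightest one after at least 1 treatment.

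Of the Ragulator genes, Lamtor2 had log2 ratios of 0.65 after Lamtor1 loss and −0.20 after Torin1, Lamtor3 0.96 and 0.37, Lamtor4 0.12 and −0.10, and Lamtor5 0.46 and −0.07. With quantile normalization Lamtor4 was −0.05 after Lamtor1 loss, and with the 75th percentile over probes well above background Lamtor5 was 0.02 after Torin1. The median of the 5 genes equals the values of Lamtor5. The paper reports lower amounts of Lamtor2 to Lamtor5 protein.

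Of the enzymes of oxysterol metabolism, Ch25h had log2 ratios of 1.27 after Lamtor1 loss and −0.11 after Torin1, Cyp27a1 −1.87 and −1.15, Cyp7b1 1.34 and −0.98, Cyp46a1 0.49 and 0.22, and Hsd3b7 0.15 and 0.62. Cyp46a1 was −0.02 after Torin1 with a shift to the median and Hsd3b7 was −0.04 after Lamtor1 loss with quantile normalization. Cyp11a1 was not well above background. The list median was 0.32 after Lamtor1 loss and 0.06 after Torin1, the latter −0.19 with a shift to the median.

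The median of the IL-4-induced genes was −0.82 after Lamtor1 loss and −1.50 after Torin1, below all random lists, and −3.50 in M1 BMDMs. Members moved both ways. After Lamtor1 loss, Ccl17 had a log2 ratio of 2.61, Chi3l4 2.09 and Clec7a 1.03, and after Torin1 Ccl17 had −3.65. These were chosen after their values were seen. Housekeeping genes had a median of 0.08 after Lamtor1 loss, which was −0.08 with quantile normalization, and −0.11 after Torin1. Lymphocyte markers had a median of −0.02 after Lamtor1 loss, which was 0.05 with a shift to the median, and −0.16 after Torin1. The members moved both ways. Cd3d, Cd3g and Cd8a were well above background only on the Lamtor1-deficient array, with processed signals of 84.9, 35.0 and 46.3, and Cd79a and Cd79b had log2 ratios of −1.84 and −0.90 after Lamtor1 loss. These genes were chosen after their values were seen. The genes the paper names had 0.15 and −0.15, the latter just above 0 with normexp correction.

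Changes after both treatments were set beside the M1 array, with M1 ratios taken relative to their median and only genes well above background on all 4 arrays. Of the 579 of these that were at least 2-fold lower after both treatments, 67.4% were lower in M1 than in M2 BMDMs, and of the 429 higher after both, 24.2% were. Of the genes changed by Lamtor1 loss alone, 42.0% of 295 lower ones and 41.8% of 409 higher ones were lower in M1 BMDMs. All ratios share the M2 array, so genes with a high value in that culture are lower in each comparison.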
